# Correlating measurements across samples improves accuracy of large-scale expression profile experiments

**DOI:** 10.1186/gb-2009-10-12-r143

**Published:** 2009-12-30

**Authors:** Mariano Javier Alvarez, Pavel Sumazin, Presha Rajbhandari, Andrea Califano

## Abstract

Gene expression profiling technologies suffer from poor reproducibility across replicate experiments. However, when analyzing large datasets, probe-level expression profile correlation can help identify flawed probes and lead to the construction of truer probe sets with improved reproducibility. We describe methods to eliminate uninformative and flawed probes, account for dependence between probes, and address variability due to transcript-isoform mixtures. We test and validate our approach on Affymetrix microarrays and outline their future adaptation to other technologies.

## Abstract 2

Cleaner is a method for removing uninformative and flawed probes from microarray experiment data, thus improving reproducibility between replicate experiments.

## Background

Gene expression profiling is a valuable technique for studying cell phenotype at the molecular level. Microarray gene expression profiling, in particular, is unquestionably the most widely adopted molecular profiling technique, used virtually throughout the life-sciences, and deep-sequencing based approaches are slated to further improve our ability to monitor gene transcripts in the cell. However, since the inception of the technology, the accuracy of gene expression profiles has been questioned due to relatively poor reproducibility [1-3]. Numerous studies have attempted to improve accuracy and reproducibility by applying filtering methods and improving data processing and normalization [4-7], but both technology-specific and technology-independent aspects of the gathering and analysis of this data modality remain challenging. For instance, a recently addressed gene expression profile-specific challenge is posed by probe designs that become rapidly outdated due to changes in genomic sequences and their annotations, and probe-set remapping using up-to-date genomic annotation has been repeatedly shown to improve Affymetrix expression microarray accuracy [8,9]. To improve reader comprehension, we note that in this correspondence we address microarray expression profiling technical challenges at the probe level and we are careful to distinguish between individual probes (that is, 25-mer oligonucleotide sequences), Affymetrix probe sets (sets of 25-mer probes designed to span a target region based on a UniGene cluster), and our own probe clusters. Technology-independent challenges that are at best only partially resolved are related to tissue-specific transcript isoforms, post-transcriptional modifications, and polymorphisms that can affect measurement accuracy in a context-specific fashion. Because of their complex and poorly understood nature, accounting for all of these features individually is a prohibitive task, and technological advancements alone are not likely to resolve them.

We noticed that prior efforts to address these challenges were mostly focused on improving accuracy for standalone expression measurements, and largely disregarded the increasing availability of gene-expression profiles representing a diversity of phenotypic or molecular contexts for the same cellular system [10,11]. This diversity is quite valuable, as it allows for monitoring transcript isoforms and increasing measurement accuracy by assembling transcript-specific clusters of correlated probes across large and diverse sample sets. Statistical methods that take advantage of this diversity of expression measurements can identify and even correct biases that typically result in measurement inaccuracies. We reasoned that if distinct probes monitor the same transcript isoform, then their measurements should be highly correlated across large gene expression profile datasets. This simple idea, which has not been previously used for the identification of informative probes, can be used to substantially improve expression measurement accuracy and to monitor alternative splice variants in the cell. Our proposed algorithm, Cleaner, implements this idea for Affymetrix GeneChip microarrays and may be extended in a straightforward fashion to other technologies.

To illustrate the algorithm, without loss of generality, we focus on remapping, filtering and clustering probes in Affymetrix GeneChip microarrays, one of the most popular genome-wide expression profiling platforms for which a variety of large-scale datasets are available in public repositories, including human B cell profiles on the U95Av2 platform [10], breast carcinoma and high-grade glioma profiles on the U133A and U133B platforms [12], and breast carcinoma, promyelocytic leukemia, prostate cancer, and glioblastoma profiles on the U133A platform [11,13,14], among many others. Cleaner improved cross-platform agreement between differential expression analyses of technical-replicate experiments from 41.6% to 61.2%, suggesting that nearly 50% of the gene expression measurements produced by these large-scale studies can be significantly improved by Cleaner analysis. The main ideas behind Cleaner are illustrated in Figure 1.

**Figure 1:**
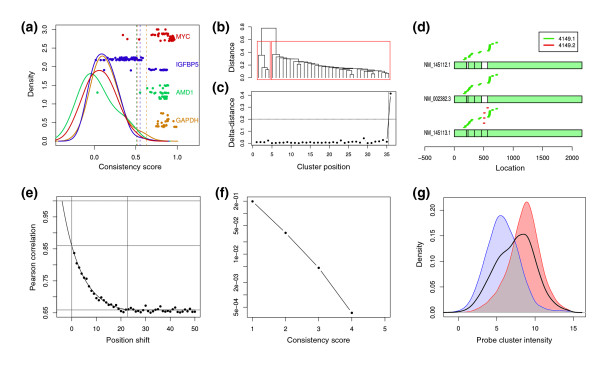
Cleaner on 152 B-cell samples profiled on U95Av2 chips. (a) Probe consistency scores for four genes (distinguished by color) and their corresponding null density distributions. Dots represent probes and are plotted according to consistency scores (horizontal axis) and distances from the transcript end (vertical axis). Solid lines depict null density distributions and dotted vertical lines are drawn at their 99 percentile. Consistent probes are to the right of their respective dotted lines. (b) Unsupervised hierarchical clustering of probes mapping to MAX (all isoforms); naturally occurring probe clusters are highlight in red. (c) Relative distance between each consecutive cluster in the dendrogram in (b); the right-most point represents the distance between highlighted clusters in (b). (d) Three known isoforms for MAX and the mapping positions of probes belonging to the two Cleaner probe clusters for MAX; probes from probe cluster 4149.2 are mapped to the splice-variant fifth exon, and probes from 4149.1 measure a convolution of the two transcripts. (e) The mean of Pearson correlations between overlapping and neighboring probes depends on the distance between them, and it is closely modeled by an exponential function. (f) False discovery rate (FDR) as a function of the consistency score, as estimated by permutation testing; no probe-cluster with consistency scores higher than 4 were identified in permuted clusters. (g) Probe-cluster consistency scores are correlated to their MAS5-assigned intensity, as measured before pruning. However, the intersection between distributions for the 4,702 consistent probe clusters (red), 3,708 inconsistent probe clusters (blue), and all probe clusters (black line) suggests that probe-cluster intensity does not perfectly predict probe-cluster consistency.

We compared Cleaner both to analyses using Affymetrix annotation and AffyProbeMiner annotation [9]. The latter is a recent effort focused on remapping and re-clustering microarray probes, and it compares favorably to other sequence-alignment centric efforts. We measured inter- and intra-microarray consistency by computing the correlation between repeated GeneAtlas gene profiling experiments using U133A, and by comparing gene sets identified as differentially down-regulated in centroblasts relative to naïve B cells using U95Av2 and U133plus2 platforms. We show that annotation by Cleaner significantly and systematically improved consistency across experiments and platforms, thus both improving accuracy of downstream analysis and simplifying the integration of experiments from multiple sources. To quantify these improvements, we performed quantitative reverse transcription real time PCR (qRT-PCR) validation of the expression of *FOXM1 *and *MYB *in human B cells, two genes that are mapped to multiple Affymetrix probe sets. Our experiments suggest that several of these probe-sets are conflicting and uninformative in the specific cellular context. As such, they should be disregarded when analyzing samples from naïve and centroblast B cells. Unlike other annotations, by pooling all consistent matching probes on the array, Cleaner annotation produced a single probe cluster per gene and gave definitive expression estimates that we validated here. In general, we showed that thousands of genes were associated with conflicting or uninformative Affymetrix probe sets in this B cell dataset, and Cleaner identified and resolved >95% of these instances.

Cleaner's approach is virtually technology-independent and can be easily adapted to clustering probes from other microarray platforms as well as short reads from deep-sequencing based approaches. For instance, probe clustering using data from exon-arrays will improve the identification of the specific isoforms that are differentially expressed across the samples, thus removing those that are not informative and significantly simplifying downstream analysis. Similarly, clustering short overlapping transcript fragments according to read multiplicity in deep-sequencing datasets may allow for improved transcript and exon-boundary detection, help estimate the frequency of splicing events, and help deconvolve and assign origin for reads with homology to several sites in the reference genome [15]. Finally, the substantial accuracy improvement achieved using Cleaner suggests that its use offers a unique opportunity to reevaluate inferences made from past Affymetrix gene expression profiles, which comprise 80% of the data-sets currently deposited in the Gene Expression Omnibus (GEO) [16], and points to Cleaner's potential impact on future microarray and deep-sequencing gene expression profile experiments. Cleaner, implemented in R and Python, is available for download from Califano Lab [17].

## Results

We begin by describing the Cleaner algorithm, and then show that Cleaner probe clusters improve consistency across technical replicate experiments and across platforms by eliminating biased and flawed probes. We conclude with a targeted study showing that probes in Affymetrix probe sets with inconsistent behavior are regrouped into consistent and informative probe clusters by Cleaner.

### The Cleaner algorithm

Cleaner proceeds by (a) remapping individual probes to the most recent RefSeq transcripts, (b) discarding probes mapped to multiple genes or incorrect regions, (c) computing correlation between all probe pairs on the same gene, and finally (d) organizing probes in clusters that are optimally intra-correlated within the specific context. A detailed description of each of these steps is given below.

#### Probe mapping to RefSeq genes

We mapped probe sequences to the transcripts in the RefSeq database [18] dating 11 December 2008 using ZOOM [19] and allowing for at most one mismatch per probe (each probe sequence matched at least 24 transcript positions). We matched against the positive orientation of RefSeq transcripts only. Probes that matched multiple non-overlapping genes were discarded, and each location in each matching transcript was annotated.

#### Building clean probe clusters

Based on probe mapping to RefSeq transcripts and corresponding genes, we constructed transcript-focused probe clusters in three steps: 1, quality control for individual probes; 2, clustering of correlated probes; and 3, testing of probe-cluster consistency. Probe clusters were used to create CDF files for assigning quantitative probe-cluster intensity by MAS5.

##### Step 1: probe consistency

We first established the consistency of each individual probe based on its correlation to other probes that were mapped to the same gene (neighbors) across microarray experiments. In this gene-focused approach, the readout obtained from any given probe is informative only if it is significantly correlated with other probes mapping to the same gene. First, probe readouts were quantile normalized to abstract away correlation among probes generated by inter-sample systematic bias. Then, the consistency score of each probe was set to the 90th percentile of computed Pearson correlation coefficients across its neighbors. Statistical significance was estimated on a gene-per-gene basis using a null distribution generated by computing the correlation between the probes mapping to the gene and 1,000 probes selected uniformly at random. Probes with consistency score corresponding to *P *> 0.01 were discarded (Figure 1a).

##### Step 2: probe clusters

Neighboring probes that map to isoforms that are differentiated by alternative splicing, RNA editing, or non-representative hybridization can produce readouts of different molecular species leading to poor quantitative intensity evaluation for the probe cluster. To account for RNA isoforms, we constructed transcript-focused probe clusters by performing a non-supervised, single-linkage hierarchical clustering of the probes using Pearson correlation coefficient as a distance measure. First, clusters were formed by iteratively breaking dendrogram edges that were significantly longer than the remainder of the edges in each level according to a one-tail *t*-test threshold of *P *< 10^-10 ^(Figure 1b, c). Then, we iteratively merged cluster pairs with distance significance greater than 0.001, where distance between clusters was defined as the distance between the closest elements across clusters, and significance was estimated using a null distribution of 1,000,000 distances between randomly selected probe pairs. For illustration, Figure 1d depicts the two probe clusters identified for MAX across three of its known isoforms.

##### Step 3: probe cluster consistency

Low information probe clusters, composed of few or dependent probes, were eliminated to reduce the false discovery rate (FDR). Overlapping probes account for 87.2% of the U95av2 remapped probes and 66.1% of the U133plus2 remapped probes, and they are affected by systematic bias resulting from common technical artifacts and cross-hybridization. These biases artificially improve pairwise correlations across expression profiles and can be estimated by conditioning on probe-overlap size. Figure 1e pictorially demonstrates that pairwise Pearson correlations between probes can be described as an exponential function of their overlap size; we found this significant behavior to hold true across platforms and experiments. To assign consistency scores for probe clusters, we derived a score for computing the contribution of each probe according to the size of its overlap with its upstream neighbor. Each probe contributed at most one point to the total score, and the contribution of a probe that overlaps another upstream probe was accounted for according to *s*(*x*):

where *x *is the shortest distance between probe starting positions across isoforms (position shift in Figure 1e); *a*, *b *and *c *are estimated by fitting *f*(*x*) to pairwise Pearson correlations for 1 ≤ *x *≤ 24. We estimated the probe-cluster FDR for each consistency score using permutation testing, where each probe cluster constructed after permuting sample labels (individually for each probe) was considered a false positive detection. For all experiments reported in this study, we set the minimum probe-cluster consistency score to *s*(*x*) ≥ 3. As shown in Figure 1f, this minimum score corresponds to FDR <5*e*-03 for the U95av2 B-cell samples.

#### Minimum sample size

To estimate the sample-size effect on Cleaner analysis, we randomly selected subsets from the 152 U95Av2 and 200 U133plus2 microarray experiments in B cells, and estimated the FDR when constructing probe clusters with Cleaner; we selected 20 samples per sample size. Results suggest that Cleaner is not effective for analyzing data derived from fewer than 20 microarray experiments. FDR and probe-cluster sizes showed no significant change for expression sets consisting of 40 or more microarray experiments, suggesting that full statistical power is obtained at this size (Figure S1 in Additional file 1). We note that we have obtained encouraging results using datasets with as few as 30 samples; these are described later in this section.

#### Probe sets generated by Cleaner for U95Av2 and U133plus2 platforms

Cleaner rejects probes due to poor matches to RefSeq transcripts and poor fit to a consistent probe cluster. Table 1 describes the total number of probes available, the number of probes retained by Cleaner, and the number of Cleaner probe clusters when measuring B-cell expression using U95Av2 and U133plus2. To demonstrate that similar efficiency was observed in other tissues, we provide the analogous information for lung, ovary, glioblastoma multiforme, prostate and breast carcinoma samples (Additional file 2). Poor gene matching, due to no- or multiple-gene homology, resulted in a loss of 23% and 47% of the probes for U95Av2 and U133plus2, respectively (Remap in Table 1). Probe and probe-cluster consistency analysis further discarded 48% and 67% of the RefSeq-mapped probes in U95Av2 and U133plus2, respectively. Cleaner eliminated most of the original probes, and represented approximately half of the probed genes by at least one probe cluster.

**Table 1:** Number of probes, probe sets, probe clusters and genes represented on two popular Affymetrix GeneChip microarrays

		Affymetrix	APM	Remap	Cleaner
U95Av2	Probes	200,073	163,939 (82%)	154,485 (77%)	83,862 (42%)
	Probe-sets	12,625	9,130 (72%)	8,410 (67%)	6,011 (48%)
	EntrezID	8,975	8,781 (98%)	8,410 (94%)	5,923 (66%)
					
U133plus2	Probes	594,532	326,265 (55%)	318,978 (54%)	153,960 (26%)
	Probe-sets	54,675	19,887 (36%)	18,303 (33%)	12,162 (22%)
	EntrezID	20,327	18,596 (91%)	18,303 (90%)	11,728 (58%)

We report the number of probes, probe-sets, probe clusters and unique EntrezIDs for the U95av2 and U133plus2 platforms according to Affymetrix, AffyProbeMiner (APM), Remap, and Cleaner annotation. Remap is the first stage of Cleaner, and here it is used to report the number of probes with homology to RefSeq transcripts and the number of probe sets and genes with at least one probe homolog. For simplicity of presentation, we refer to Remap and Cleaner probe clusters as probe sets in this table.

Of the probes discarded due to consistency issues, 55% and 58% were originally mapped to genes containing no consistent probes on U95Av2 and U133plus2 platforms, respectively (Figure S2 in Additional file 1), possibly reflecting the lack of detection of the given transcripts. In fact, we observed a relationship between expression intensity and probe-cluster consistency (Figure 1g). However, while low-intensity probe clusters are significantly more likely to be eliminated, low intensity on its own is not a sufficient requirement for rejection: many high-intensity probe clusters get discarded and low intensity probe clusters kept. In total, over 40% of the discarded probes were mapped to isoforms with consistent probe clusters, suggesting that individual probes mapped to expressed genes can be inconsistent due to technical bias (Figure S2 in Additional file 1). Finally, a small proportion of remapped probes aligned to RefSeq transcripts with a single mismatch, and Cleaner eliminated these imperfectly matching probes at a significantly higher rate than that of perfectly matching probes. Consequently, imperfectly matching probes accounted for a very small portion of the consistent probes in Cleaner probe clusters.

### Agreement across technical replicate experiments

Repeatability of experimental results is one of the basic requirements of any technology used for research and product development. We show that experimental repeatability is highly influenced by probe-set annotation quality. We measured Spearman correlation between replicate experiments from GeneAtlasV2 for 30 human tissue samples using Affymetrix, AffyProbeMiner and Cleaner annotation. Correlation coefficient distributions are given in Figure 2 and demonstrate that experimental replicate agreement shows a marked improvement when using Cleaner probe-cluster annotation. To eliminate potential circularity, Cleaner probe clusters were constructed in each of the 30 sample sets separately. In total, 79% of all consistent probes according to at least one of the annotations were included in probe clusters in both annotations. Correlations were computed for genes with exactly one probe cluster annotation.

**Figure 2:**
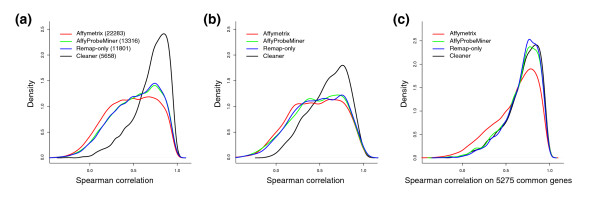
Consistency across technical replicate experiments. Density distributions for the Spearman correlation coefficient across technical replicates considering: (a) all the probe clusters generated by each method (size in parenthesis); (b) only the 1,000 probe clusters with the highest sample variation for each method; and (c) only probe clusters corresponding to genes that were detected by all methods. Cleaner probe clusters show dramatically better agreement across technical replicates even after pruning out low variability probe sets (b), and when restricting the comparison to genes that are present in all annotation strategies (c). Remap-only probe sets were statistically indistinguishable from AffyProbeMiner probe sets; both probe sets showed significantly better agreement across technical replicates than Affymetrix probe sets in (a, c), but the three were statistically indistinguishable after pruning out low sample variation probe sets (b).

To better quantify the distinct role of probe-remapping and probe-correlation analysis (consistency-testing), we included results taken at an intermediary step of the Cleaner algorithm (Remap-only in Figure 2), where RefSeq-mapped probes were used for probe-cluster construction. Results show that, without consistency-testing, the difference between Cleaner and AffyProbeMiner analyses is not statistically significant (at *P *≤ 0.05; Figure 2a). This suggests that Cleaner's improvements are mostly due to the elimination of inconsistent probes and to the construction of intrinsically consistent probe clusters rather than to an improved genome-probe mapping. In addition, to demonstrate that probe-set level pruning does not bridge the performance gap between Cleaner and the other annotations, we selected the 1,000 probe sets with highest coefficient of variation across samples for each annotation and repeated the comparison (Figure 2b); coefficient of variation-based pruning is commonly used to remove poorly informative probe sets from microarray expression experiments [20].

Finally, we restricted the comparison to genes with at least four annotated probes according to each annotation method; these genes had a sufficient number of consistent probes to generate Cleaner probe clusters and therefore they were expected to have accurate measurements according to all methods. Surprisingly, correlation coefficient distributions using Cleaner, AffyProbeMiner and Affymetrix annotation were significantly different. Remapping probes to RefSeq transcripts improved correlation across replicate experiments, and removing remapped inconsistent probes further increased correlation (Figure 2c). Our results suggest that Cleaner probe clusters are significantly more consistent across technical replicate experiments, and that the benefit of its probe-level selection and pruning cannot be achieved using probe-set level pruning.

### Consistency across platforms

Differential expression analysis is routinely used to quantify cross-platform consistency [8,20]. To measure consistency, we identified differentially down-regulated genes in centroblast B-cell gene-expression profiles relative to naïve B-cell gene-expression profiles. Such genes may contribute to mature B-cell germinal-center formation. In order to discover them, samples in five biological replicates for naïve and for centroblast B cells were hybridized to Affymetrix GeneChip U95Av2 and later to U133plus2 microarrays [10,21]. We measured the consistency of differentially expressed gene sets across the two platforms, and the FDR of down-regulation calls in each platform under Affymetrix, AffyProbeMiner, and Cleaner probe-cluster annotation. Figure 3 shows that U133plus2-based analysis was consistently more accurate than U95Av2-based analysis, and that Cleaner produces significantly and dramatically more accurate intra- and inter-platform results.

**Figure 3:**
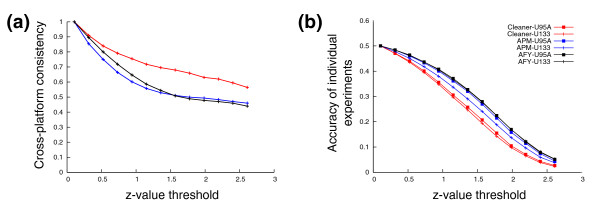
Cross-platform consistency for differential expression analysis. Comparison of cross-platform consistency (U95Av2 versus U133P2), and estimated individual accuracy of differential expression calls using Cleaner (red), AffyProbeMiner (blue) and Affymetrix (black) annotation. Comparisons are made as a function of the z-value threshold used for identifying differentially down-regulated genes (x-axis). (a) Cross-platform consistency was measured as the proportion of genes that are called down-regulated by both platforms to genes that are probed by both platforms and are called down-regulated by at least one of the platforms. (b) Accuracy of individual experiments was measured using FDR estimates from permutation testing, where all probe clusters scoring above threshold in the original data are called true positives and all probe clusters identified in permutated data are called false positives.

To identify centroblast down-regulated gene candidates, we used a z-value cutoff of 2.33 (*P *< 0.01) for calling down-regulation together with an added 1.5-fold change requirement. Permutation testing estimates for the FDR in the U133plus2 analysis were 10.7%, 5.4% and 3.2% for Affymetrix, AffyProbeMiner, and Cleaner probe-cluster annotation, respectively. Focusing on genes probed by both U95Av2 and U133plus2 platforms, we identified 859 and 1,234 down-regulated genes in centroblasts by using Affymetrix annotations; 742 and 989 down-regulated genes by using AffyProbeMiner; and 677 and 801 down-regulated genes when using Cleaner. For Affymetrix annotation, 1,478 genes were called down-regulated by at least one of the platforms and 615 (41.6%) genes were called down-regulated in both platforms; this ratio improved to 550 of 1,181 (46.6%) for AffyProbeMiner, and to 562 of 919 (61.2%) for Cleaner. Finally, only 394 genes were called down-regulated by all annotations on all platforms. Note that enrichment results are independent of the actual number of differentially expressed genes identified in each method and each platform. U133plus2 included more probes, more probe sets, and more probe clusters and it was consistently more accurate. The most accurate results were produced using Cleaner, which defined the fewest probe clusters. To conclude, we note that according to differential expression analysis, expression consistency across platforms when using Cleaner annotation (61.2%) was 50% better than when using Affymetrix annotation (41.6%).

### Identification of biased probes

To demonstrate that Cleaner consistency testing is sufficient to identify biased and poorly designed probes, we focused on two types of probe features that are known to affect accuracy: G-spot probes and probes matching the transcript antisense. G spots have been shown to bias expression measurements [22], although not all probes containing G spots are flawed; we showed that Cleaner preferentially discards G-spot probes. Probes matching the antisense of transcripts are at best noisy and at worst hybridizing with the wrong gene; we temporarily included anti-sense probe alignments when remapping probes, and showed that Cleaner discards almost all antisense probes.

We used DME and motifclass [23] to identify patterns that are enriched in sequences of discarded probes relative to sequences of consistent probes. To ensure that discarded probes were truly individually inconsistent and were not discarded due to obsolete genomic annotation or poorly expressed target genes, we restricted the study to consistent probe-clusters corresponding to genes that had less than 20% probe rejection rates. The most enriched motifs identified were CGGGGG and GGG [G|A] [G|C]; both motifs were significantly (*P *< 0.001) enriched according to permutation testing, and CGGGGG had sites in 46% of the inconsistent probes and 20% of the consistent probes. This result suggests that patterns such as G spots are strongly correlated with probe bias, but may not be sufficient criteria for probe selection and pruning. Twenty percent of the consistent probes included a CGGGGG substring but still showed significant correlation to neighboring G-spot-free probes. Thus, correlation analysis discriminates between biased and faithful probes independent of the source of the bias and outperforms feature-specific analysis.

Both Affymetrix and AffyProbeMiner probe-set annotations include probes that match the antisense orientation of genes (see discussion about *FOXM1 *probe set 41324_g_at for an example). Cleaner does not permit antisense remapping; however, in order to test Cleaner's ability to identify inconsistent probes, we temporarily allowed antisense remapping. Antisense remapping of U95Av2 and U133plus2 probes identified 6,521 and 21,000 probes with unique homology to the reverse strand of RefSeq transcripts. Cleaner found that 6,013 (92%) of the U95Av2 and 18,511 (88%) of the U133plus2 antisense probes are inconsistent. For the majority of probes, antisense mapping should not produce clear and stable signals across profiles, and indeed Cleaner was able to recognize the vast majority of these poorly designed probes.

### Inconsistent behavior of Affymetrix probe sets

U95Av2 and U133plus2 Affymetrix annotations include 2,168 and 10,895 genes with multiple probe-set definitions. Same-gene probe sets exhibit varying expression estimates: 3,840 of 4,344 and 35,873 of 43,285 probe-set pairs were positively correlated across B-cell samples as measured using U95Av2 and U133plus2 expression arrays. Of these, only 1,780 (46%) and 14,157 (39%) were significantly correlated (*P *< 0.01; Figure S3 in Additional file 1). Not surprisingly, Cleaner annotations include substantially fewer genes with multiple probe clusters: 89 and 541 for U95Av2 and U133plus2, respectively. Given reliable and consistent probe clustering, alternative probe sets can be used to capture variably expressed isoforms. However, when confidence in probe-set construction is low, the existence of poorly agreeing probe sets is not necessarily related to alternative isoforms. To demonstrate the challenge presented by multiple probe sets per gene, we focused on two genes associated with multiple probe sets in Affymetrix annotation. *FOXM1 *is represented by three probe sets in the U95Av2 platform, two of them showing a weak correlation across the B-cell samples and the third anti-correlated with the first two. MYB is associated with eight probe sets, six of them strongly correlated and two showing a weak correlation (Figure 4a). From these, only one probe set per gene was identified as up-regulated in centroblasts at *P *< 0.01 (Figure 4b). On the whole, only 207 (10%) and 1,452 (13%) of 2,168 and 10,895 genes profiled using U95Av2 and U133plus2 expression arrays had multiple differentially expressed probe sets, which is consistent with previously described poor agreements between probe sets that are associated with the same gene.

**Figure 4:**
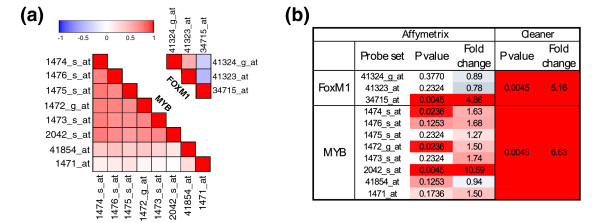
Inconsistent behavior of Affymetrix probe sets. (a) Correlation matrix for the Affymetrix annotated probe-sets associated with *FOXM1 *and *MYB *on the U95Av2 platform. The color scale, from blue to red, depicts the correlation (Pearson correlation coefficient) between probe sets. (b) Differential expression between centroblasts and naïve B cells as measured by *FOXM1 *and *MYB *probe-sets; *P*-values were estimated by U test and the color scale is used to emphasize significant differential expression and up-regulation.

To identify which of the Affymetrix probe sets and Cleaner probe clusters are accurately estimating *FOXM1 *and *MYB *gene expression, we knocked-down the two genes and compared their transcript levels using qRT-PCR and expression profiling on the U95Av2 platform. 

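ST486, a line derived from a Burkitt's lymphoma, received lentivirus made in 293FT cells, a human embryonic kidney line, that carried a hairpin against FOXM1, a hairpin against MYB or a non-target hairpin. FOXM1 encodes a forkhead transcription factor of the cell cycle, and MYB encodes a transcription factor of blood cell progenitors. RNA taken 24 h after transduction was hybridized to 9 U95Av2 arrays, 3 per hairpin. Each gene was targeted by 1 hairpin. The samples are given as independent, without a statement that they came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The authors deposited the MAS5 signals on the log2 scale, with 1 value per Affymetrix probe set, and GCRMA values of the same arrays. Every array had the same trimmed mean of 500 on the linear scale, and the MAS5 values were used with no further normalization and no filter. After 67 control probe sets were left out, limma was fitted to 12558 probe sets over all 9 arrays, with p-values adjusted by Benjamini-Hochberg and a threshold of 0.05. Median log2 signals were between 6.74 and 7.09 per array. Across all probe sets, which are not independent replicates, pairs of arrays correlated at 0.924 to 0.932 (Pearson's r) in the control group, 0.925 to 0.928 in the MYB shRNA group and 0.898 to 0.924 in the FOXM1 shRNA group. FOXM1 shRNA replicate 1 stood apart from the rest, with a median r of 0.898 with the other arrays against 0.916 to 0.929 for each of the others. The ratio of 3' to 5' control probe sets, a measure of RNA integrity, was 0.967 to 1.29 for GAPDH and 0.965 to 1.09 for ACTB. GAPDH, the glycolytic enzyme used as the qRT-PCR reference, passed the test in neither knock-down. Its probe set 35905_s_at had a log2 fold change of 0.10 (standard error 0.133, adjusted p = 0.873 from limma) after FOXM1 shRNA. After MYB shRNA it had -0.10 (standard error 0.133, adjusted p = 0.867 from limma). The GAPDH probe set 39482_at had -0.34 (standard error 0.377, adjusted p = 0.835 from limma) after FOXM1 shRNA. After MYB shRNA, 39482_at had -0.10 (standard error 0.377, adjusted p = 0.967 from limma). The number of arrays limits the precision of all these values.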

We used the Cleaner probe clusters constructed using the B cell sample data (Table 1). The knock-down of both genes was confirmed at the mRNA and protein levels by a qRT-PCR reaction designed to detect all known splicing variants and by immunoblot (Figure 5a, b). Results given in Figure 5c show that only one probe set for *FOXM1 *and five highly correlated probe sets for *MYB *(Figure 4a) agree with the qRT-PCR results at a two-fold threshold. 

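After FOXM1 shRNA, 1 of the 3 FOXM1 probe sets fell by 2-fold or more, and after MYB shRNA, 5 of the 8 MYB probe sets did. The FOXM1 probe set 34715_at had a log2 MAS5 signal of 9.09 ± 0.125 (SD, n = 3 arrays) in FOXM1 shRNA and 10.2 ± 0.119 (SD, n = 3) in control. This is a 2.17-fold decrease (log2 fold change -1.12, standard error 0.132, adjusted p = 0.000238 from limma). The strongest decrease among the MYB probe sets in MAS5 values was that of 1473_s_at, from 9.16 ± 0.0757 (SD, n = 3) in control to 7.32 ± 0.193 (SD, n = 3) in MYB shRNA. It was 3.58-fold lower (log2 fold change -1.84, standard error 0.203, adjusted p = 8.65e-05 from limma); in GCRMA values 1475_s_at was the strongest, 4.81-fold lower against 4.62-fold for 1473_s_at. The log2 fold changes of the other MYB probe sets past 2-fold were -1.65 for 1476_s_at, -1.39 for 1475_s_at, -1.28 for 1474_s_at and -1.17 for 2042_s_at, with adjusted p from 8.04e-07 for 1476_s_at to 0.000253 for 1474_s_at. For each of these probe sets, every knock-down array lay below every control array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The decrease of 34715_at was not seen after MYB shRNA, where its log2 fold change was -0.10 (standard error 0.132, adjusted p = 0.858 from limma), and the difference between the knock-downs was -1.02 (standard error 0.132, adjusted p = 0.000182 from limma). In MYB shRNA, 0 of the 3 FOXM1 probe sets passed in limma, 0 had an unadjusted p under 0.05 and 0 passed in GCRMA values. An eBayes step without a trend of the spread with the signal ended the calls of 34715_at (adjusted p = 0.067, against 4.13e-06 to 0.067 over its alternatives), 1474_s_at (0.0701, against 3.08e-06 to 0.0701), 1475_s_at (0.058, against 1.72e-07 to 0.058) and 2042_s_at (0.0591, against 1.88e-05 to 0.0591). The paper compares these changes with its qRT-PCR, which was not analysed here, and from that comparison concludes which probe sets report the transcripts accurately.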

Probe sets that indicated *FOXM1 *and *MYB *down-regulation in germinal center (Figure 4b) also indicated up-regulation after short hairpin RNA (shRNA)-mediated knock-down (Figure 5c). 

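The probe sets with lower signals in centroblasts than in naïve B cells in Figure 4b are 41323_at and 41324_g_at for FOXM1 and 41854_at for MYB. All had higher mean signals after knock-down of their gene, and none of the differences passed the test. In FOXM1 shRNA, 41323_at had a log2 signal of 7.34 ± 0.379 (SD, n = 3), against 6.84 ± 0.305 (SD, n = 3) in control. The log2 fold change was 0.51 (standard error 0.348, adjusted p = 0.656 from limma; exact permutation test, two-sided p = 0.2), with a 95% confidence interval of -0.23 to 1.25. For 41324_g_at, the signals were 8.12 ± 0.385 (SD, n = 3) and 8.05 ± 0.160 (SD, n = 3), a log2 fold change of 0.07 (standard error 0.250, adjusted p = 0.959 from limma; exact permutation p = 0.9). In MYB shRNA, 41854_at had a signal of 7.12 ± 0.182 (SD, n = 3), against 6.80 ± 0.423 (SD, n = 3) in control, a log2 fold change of 0.32 (standard error 0.382, adjusted p = 0.843 from limma; exact permutation p = 0.3). Among these 3 probe sets, 0 had an unadjusted p under 0.05 in limma and 0 passed in GCRMA values, where the log2 fold changes were 0.01 for 41323_at, 0.04 for 41324_g_at and 0.14 for 41854_at. The direction of 41324_g_at turned, to -0.05, when each array was centred on its median, to -0.15 without FOXM1 shRNA replicate 3 and to -0.01 without non-target control replicate 2; as a ratio of medians it was a signed fold change of -1.08.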

Cleaner probe clusters conclusively indicated up-regulation for the two genes in germinal center (Figure 4b), and down-regulation for the two genes after shRNA-mediated knock-down (Figure 5c).

**Figure 5:**
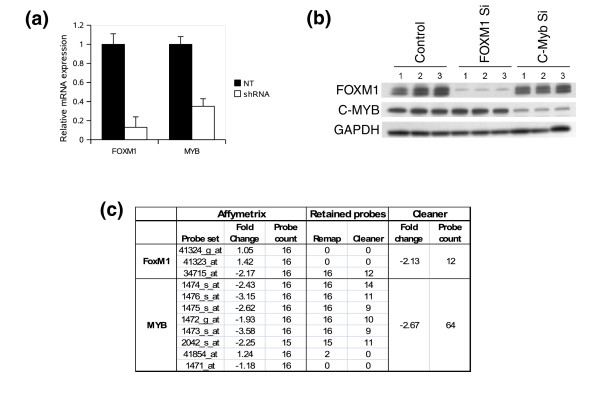
Probe-sets accurately reporting *FOXM1 *and *MYB *transcript levels. (a) mRNA levels for *FOXM1 *and *MYB *by qRT-PCR 24 h after lentiviral-mediated shRNA expression of a non-target sequence (NT; black bars); *FOXM1*- and *MYB*-specific sequences are shown by white bars. (b) FOXM1 and MYB protein levels by immunoblot 24 h after lentiviral-mediated shRNA expression of a non-target sequence (Control), and *FOXM1*- and *MYB*-specific sequences. (c) Affymetrix probe sets associated with *FOXM1 *and *MYB *transcripts fail to conclusively describe the effects of shRNA-mediated silencing. After *FOXM1 *and *MYB *silencing, some Affymetrix-annotated probe sets suggest mild increase in FOXM1 (two of three) and MYB expression (one of eight). Probe remapping to RefSeq transcripts and Cleaner annotation suggest that probes assigned to these probe sets either fail to match target genes or are inconsistent. As a result, Cleaner produced single probe clusters that correctly capture the shRNA-mediated knock-down validated by qRT-PCR.

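After FOXM1 shRNA, 41323_at lay above the control mean on 3 of 3 arrays and 41324_g_at on 1 of 3, that of FOXM1 shRNA replicate 3. After MYB shRNA, 41854_at lay above the control mean on 3 of 3 arrays. For none of these probe sets did every knock-down array lie above every control array. 

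**Figure D1:**
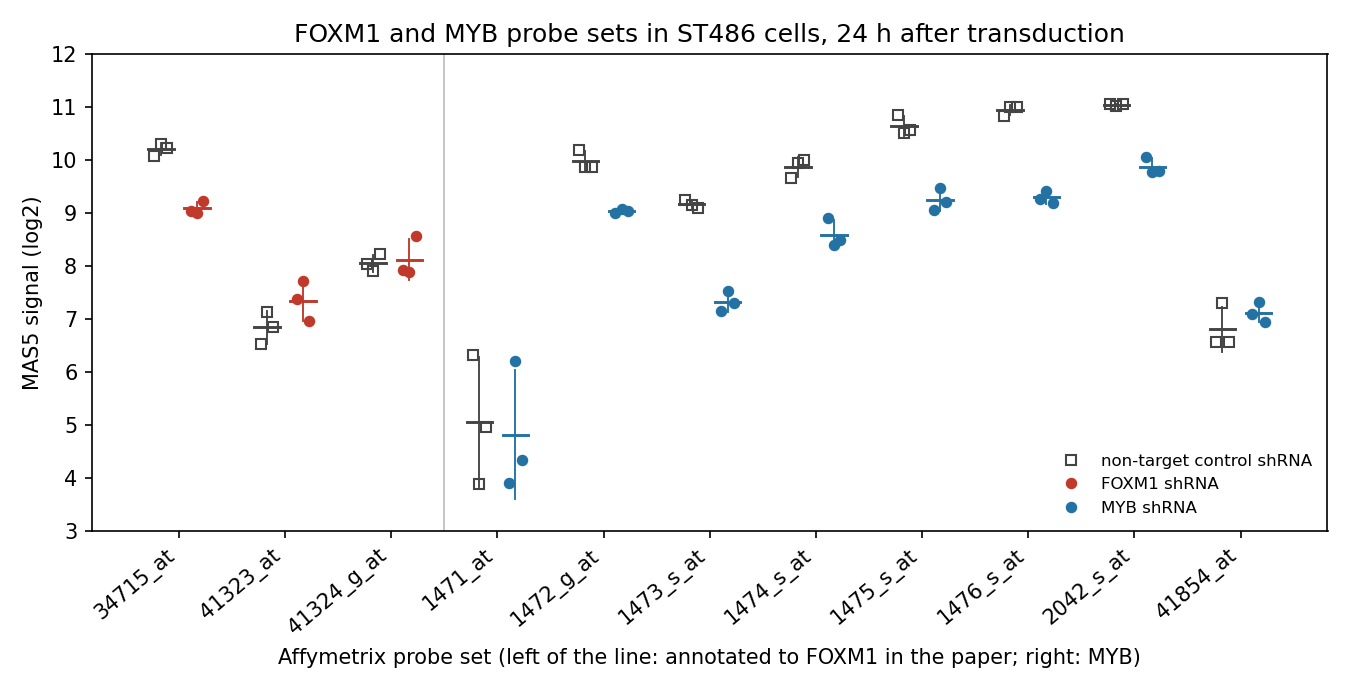
MAS5 signal (log2, vertical axis) of the 3 FOXM1 and 8 MYB probe sets (horizontal axis) on each of the 3 non-target control arrays (open squares) and of the 3 arrays of the knock-down of the same gene (filled circles, red for FOXM1 shRNA and blue for MYB shRNA), with horizontal lines for means and vertical lines for 1 SD. The knock-down arrays lie below the control arrays for 1 FOXM1 probe set and 6 MYB probe sets, and the groups overlap for 41323_at, 41324_g_at, 1471_at and 41854_at.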

Interestingly, the six *MYB *probe sets responding to *MYB *knock-down contributed to the Cleaner cluster, while all but two probes from the non-responding probe sets were discarded during the remapping process (Figure 5c). 

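Of the 8 MYB probe sets, 6 fell after MYB shRNA, 0 rose and 2 did not pass the test. The probe set 1472_g_at, which fell by less than 2-fold, had a log2 signal of 9.03 ± 0.0386 (SD, n = 3) in MYB shRNA and 9.98 ± 0.184 (SD, n = 3) in control. It was 1.93-fold lower (log2 fold change -0.94, standard error 0.149, adjusted p = 0.00229 from limma), and 3.22-fold lower in GCRMA values. Its call was lost in an eBayes step without trend (adjusted p = 0.146, against 8.01e-07 to 0.146 over its alternatives). The probe set 1471_at had the lowest signal of the 8, at 4.81 ± 1.22 (SD, n = 3) in MYB shRNA and 5.05 ± 1.22 (SD, n = 3) in control. Its log2 fold change was -0.24 (standard error 0.776, adjusted p = 0.957 from limma; exact permutation test, two-sided p = 0.8), and it turned to 0.22 without MYB shRNA replicate 1 and to 0.39 without non-target control replicate 1. In the paper's Supplementary Table 2, 16 of 16 probes map to MYB for each of the 6 probe sets that fell, 2 of 16 for 41854_at and 0 of 16 for 1471_at; for 2042_s_at, Figure 5c counts 1 probe fewer than that table.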

The two remapped probes for the conflicting *MYB *probe set 41854_at were discarded at a later stage by Cleaner consistency analysis. Similarly, the *FOXM1 *probe set responding to *FOXM1 *knock-down was the only one contributing to the Cleaner cluster, while all the probes for the remaining probe-sets were discarded during the remapping process (Figure 5c). 

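The 3 FOXM1 shRNA arrays had log2 signals of 9.00 to 9.23 for 34715_at, and the 3 control arrays 10.1 to 10.3, so that its groups were separate. On the linear scale this is a MAS5 signal of 545 ± 48.1 (SD, n = 3) in FOXM1 shRNA and 1183 ± 96.3 (SD, n = 3) in control. For 41323_at, linear signals of 166 ± 42.6 (SD, n = 3) and 116 ± 24.2 (SD, n = 3) overlapped, as did those of 41324_g_at, 285 ± 80.8 (SD, n = 3) and 266 ± 29.9 (SD, n = 3). The paper's Supplementary Table 2 maps 16 of 16 probes of 34715_at to FOXM1, and 0 of 16 of 41323_at and 0 of 16 of 41324_g_at in the sense direction. The platform's annotation gives FOXM1 for 34715_at and ITFG2 for 41323_at and 41324_g_at. ITFG2 encodes an integrin alpha FG-GAP repeat protein and overlaps FOXM1 on chromosome 12 in the GRCh38.p14 annotation.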

An expanded probe-by-probe description of Figure 5c can be found in Additional file 3. Probe alignment locations to the two genes, as well as shRNA and qRT-PCR primer target locations, are given in Figure S4 in Additional file 1. Note that the *FOXM1 *probe set 41324_g_at aligns to the reverse complement (antisense) of the gene and is not included in the set of remapped probes in Figure 5c. We included the probe set in Figure S4 in Additional file 1 as an example for antisense remapping and, as expected, inclusion of these probes in the remapping stage only resulted in their elimination by Cleaner due to low consistency scores.

Finally, in Figure S5 in Additional file 1 we report on a breast-carcinoma-specific test comparing HER2 protein presence and *HER2 *mRNA expression estimates by three Affymetrix probe sets and one Cleaner probe cluster. HER2 protein was detected in 31 of the 129 samples [24], and using gene set enrichment analysis we showed that while estimates by all three Affymetrix probe sets are significantly correlated with the presence of the protein, the Cleaner probe cluster provides the closest estimates.

## Discussion

Large scale gene expression profiles are used for applications, including constructing high quality gene networks and interaction maps [10,11], improving the efficiency of drug target identification [25], developing diagnostic methods for disease stratification [26], and improving the understanding of the factors contributing to physiologic and pathologic differences between cellular phenotypes [21]. Nonetheless, repeatability of gene-expression measurements is still a major issue, with consistency of differential-expressed gene calling in repeated assays or across platforms below 50%. Worse, our results show that, on average, expression array probes that are overlapping in all but one position on the same transcript achieve Pearson Correlation below 0.85 (Figure 5e). These issues, which are related to probe-degeneracy, post-transcriptional/sample-specific modifications, and experimental sample preparation are broad and will continue to affect even deep-sequencing-based gene-expression profiling methods. Additionally, there are intrinsic limits for the consistency of even technical replicates due to experimental error. While existing methods operate well below that theoretical threshold, Cleaner achieves reproducibility that is closer to the theoretical limit and addresses most of the other issues by discarding non-informative probes without sacrificing dynamic range (that is, discarding low-intensity probes). Indeed, consistent low-intensity probes can be more informative than many inconsistent high-intensity ones. We suggest that transcript-level measurement-accuracy can be efficiently improved by clustering multiple informative probes, a design that will further benefit from the introduction of deep-sequencing-based approaches.

Technology that uses multiple probes per target to estimate expression can take advantage of large-scale gene expression profiling to improve accuracy. We showed that testing probe consistency across individual measurements helps identify biased or uninformative probes, leading to increased accuracy when estimating expression intensities on the transcript and gene levels. Using relatively simple statistics, we were able to resolve ambiguity and correct for bias with no concern for its source. Moreover, we showed that pruning measurement estimates for probe sets rather than for individual probes will inevitably lead to discarding high-quality probes because their aggregates include polluting poor-quality probes. In comparison, data analysis that is focused on individual probes can eliminate non-informative expression estimates for both probes and probe clusters, thus constructing clean clusters and simultaneously and efficiently reducing data dimensionality. This last point is crucial for improving the power of downstream data analysis such as biomarker discovery, phenotype classification, and reverse engineering of transcriptional networks [10,20,27,28].

Due to poor mapping to RefSeq genes, poor consistency, low gene expression or low variability across experiments, we discarded most of the individual probe measurements in each Affymetrix gene chip. We retained probe-cluster representations for approximately half of the genes that were originally included in the array design. The loss of probe-level data was offset by dramatic improvements in measurement accuracy for the remaining probed genes. Our analysis suggests that the vast majority of data discarded is at best uninformative for downstream analysis, as in the case of unexpressed transcripts, and at worst reduces the accuracy of otherwise good probe clusters, as in the case of inconsistent individual probes. Namely, if a probe is affected by systematic bias, then transcript intensity estimates that disregard this probe and are solely based on faithful probe measurements will be more accurate.

In this study we analyzed large-scale expression profiles obtained using Affymetrix microarrays, which have been used to produce a variety of large-scale, publicly available datasets. However, our methodology extends to other technologies that use multiple probes per target, including exon arrays and deep sequencing. Ideas developed here for expression arrays, including overlapping probe analysis and isoform identification, are easily adapted to resolve probe dependence in data produced by other technologies.

Cleaner is directly applicable for analyzing Affymetrix exon arrays and is expected to produce alternative clusters for a larger set of genes. Figure 6 illustrates six examples of Cleaner probe clusters associated with known transcript isoforms (FAM13A, ELMO1, TPD52L2, INO80C) and Cleaner predicted isoforms (GATA6 and MAPK8IP1) using expression data from 55 human glial brain tumor samples hybridized on huex10stv1 Affymetrix exon arrays [29]. Note that alternative cluster probe positions for TPD52L2 and INO80C are interleaved. To emphasize that expression estimates for the alternative probe clusters are indeed very different, we compare expression estimates using the alternative clusters for the six genes in Figure S6 in Additional file 1.

**Figure 6:**
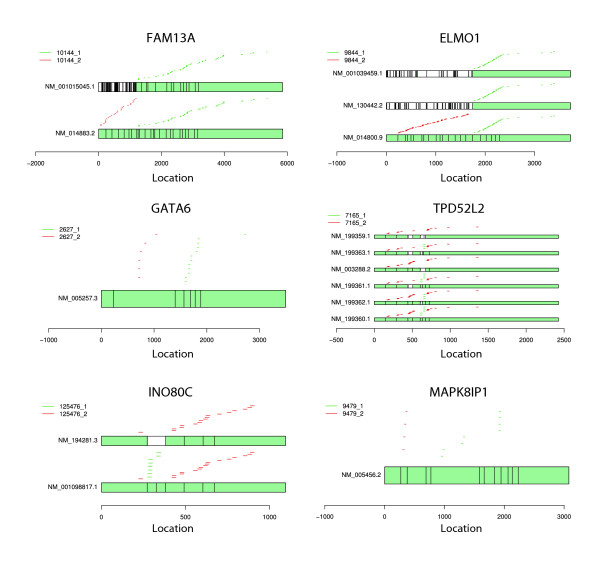
Cleaner probe clusters for six genes profiled on an exon array. Examples of putative Cleaner mRNA isoforms identified by using 55 human glial brain tumor samples hybridized on huex10stv1 Affymetrix exon arrays. The plots show the hybridization position for each probe on known and predicted mRNA isoforms for each gene.

Deep-sequencing reads are particularly amenable to the Cleaner approach. Understanding the relationship between reads and estimating the consistency of reads helps estimate target isoform concentration, and allows for eliminating or reevaluating biased and complex reads. Such reads include overlapping reads, reads that map to multiple transcripts, and reads that are biased due to features such as base composition or uneven copy number. In addition to technology-independent challenges addressed here, deep-sequencing data with sufficient coverage and dataset size will permit a more specific mixture resolution and the estimation of the contribution of individual sources producing observed read volumes. To extend the Cleaner method to deep-sequencing technology, partition RefSeq transcripts into equal-size bins, where the number of bins depends on the reads per transcript kilobase across samples. Each bin is scored based on the number of overlapping tags, and bins are treated as quasi-probes. Instead of using the distance between probes to score probe-cluster consistency, use the distance between bins. The rest of the algorithm directly follows Cleaner's current methodology.

## Conclusions

Genome-wide gene expression profile data suffer from technology-driven and technology-independent systematic bias. Measurement multiplicity, which is implicit to gene expression profiling technologies using multiple probes per target, can be used to assemble informative, transcript-specific probe-clusters that dramatically improve expression estimates in large cell-context-specific datasets. By harvesting the power of large-scale expression profiling we accounted for systematic biases regardless of their source. Our methods can be used to analyze both the large body of data in current repositories, and due to their technology-independent nature, they can be extended to construct transcript-specific probe-clusters using exon-array data and transcript-specific read-clusters in deep-sequencing data.

## Materials and methods

### Cell lines and cell culture conditions

We maintained ST486 and 293FT cells in Iscove's modified Dulbecco's medium (IMDM; Invitrogen, Carlsbad, CA, USA) and Dulbecco's minimum essential medium (DMEM; Invitrogen), respectively. Culture media was supplemented with 10% fetal bovine serum (Invitrogen) and 1% penicillin-streptomycin (Cellgro, Herndon, VA, USA).

### Lentiviral-mediated transduction

Control shRNA (SHC002), *FOXM1 *shRNA (TRCN0000015546) and *MYB *shRNA (TRCN0000040062) cloned into pLKO.1-puro lentiviral vector (Sigma, St Louis, MO, USA) were individually co-transfected with vesicular stomatitis virus glycoprotein envelope plasmid (280 ng) and Δ8.9 packaging vector (2.5 μg) into a subconfluent 100-mm plate of 293FT cells using Fugene 6 (Roche, Indianapolis, IN, USA). The viral particles were collected at 48 h and 72 h post-transfection and concentrated by ultracentrifugation in a Beckman SW28 rotor at 25,000 rpm for 1.5 h. ST486 cells (5 × 10^6^) were transduced with the viral particles in the presence of 8 μg/ml polybrene (Chemicon, Billerica, MA, USA) by centrifugation at 450 g for 1.5 h.

### Sample processing for qRT-PCR and microarrays

Total RNA was extracted with Trizol (Invitrogen) and purified by RNeasy kit (Qiagen, Valencia, CA, USA). For qRT-PCR, total RNA was reverse transcribed by QuantiTect Reverse Transcription kit (Qiagen) and SYBR-Green based qRT-PCR analysis was performed on an ABI7300 Real-time PCR system (Applied Biosystems, Foster City, CA, USA) using QuantiTect SYBR-Green kit (Qiagen). Relative quantification was performed with the 2^-ΔΔCt ^method [30], and was normalized by GAPDH expression by using the forward and reverse primers CACTGGGCCCTGACAACATC and TCACTCAGAGCTTGGGGTG for *FOXM1*, TGGGAGATGTGTGTTGTTGATG and TCCATGCAACAGTTCTGAGACC for *MYB*, and CACCCAGAAGACTGTGGATGGC and GTTCAGCTCAGGGATGACCTTGC for *GAPDH*. For microarray-based gene expression profiles, 5 μg of total RNA were processed following the manufacturer's instructions (Affymetrix, 701025 Rev.6), and 15 μg of fragmented and biotin-labeled cRNA were hybridized to HG-U95Av2 microarrays (Affymetrix, Santa Clara, CA, USA).

### Immunoblots

Whole cell lysates were prepared from ST486 cells by using RIPA buffer (Teknova, Hollister, CA, USA) with Complete Mini protease inhibitor cocktail (Roche). Proteins were fractionated by SDS-PAGE and analyzed by standard immunoblotting procedures using the following antibodies: anti-FOXM1 (sc-502), anti-MYB (sc-517) and anti-GAPDH (sc-32233), all from Santa Cruz (Santa Cruz, CA, USA).

### Expression profiles

Gene expression data include 102 B-cell samples profiled on U95A [10], 152 B-cell samples profiled on U95Av2 [10], 75 lung carcinoma samples on U95Av2 and U133plus2 [31,32], 51 and 295 ovarian cancer samples on U95Av2 and U133plus2 [33,34], 49 and 45 glioblastoma samples on U95Av2 (GSE13041) and U133plus2 [35,36], 88 and 154 prostate cancer samples on U95Av2 and U133plus2, 40 and 129 breast carcinoma samples on U95Av2 and U133plus2 [24,37], 200 B-cell samples profiled on U133plus2 [21], 60 samples from 30 human tissues profiled on U133A chips [38], and 55 human glial brain tumor samples hybridized on huex10stv1 Affymetrix exon arrays [29]. All samples were obtained from the GEO database [16] and GeneAtlasV2 [38]. A Bioconductor-based [39] implementation of MAS5 [40] was used to quantitatively estimate and normalize the intensity levels of probe clusters. Affymetrix annotation data were obtained from Bioconductor metadata packages hgu95av2.db and hgu133plus2.db v2.2.5 [39].

### Differential expression

We used a non-parametric U-test to identify down-regulated genes in centroblast B cells relative to naïve B cells. Comparisons were made using expression profiles from five biological replicates in each cell type. To identify a representative set of down-regulated genes per platform and annotation method, we used a z-value cutoff of 2.33 (*P *< 0.01) for calling differential expression together with a 1.5-fold change requirement. The fold change requirement was used in order to correct for the high expected FDR of this non-parametric test across thousands of probe clusters when using only five biological replicates for each cell type. The 1.5-fold decrease from naïve to centroblast B cells was based on the average intensities of the probe clusters after MAS5 normalization and *log*_2 _transformation. Analysis accuracy was measured using permutation testing repeated 20 times per annotation and platform, where the experimental source labels were shuffled for each probe cluster.

## Abbreviations

FDR: false discovery rate; GEO: Gene Expression Omnibus; qRT-PCR: quantitative reverse transcription real time PCR; shRNA: short hairpin RNA.

## Authors' contributions

MJA and PS developed the methodology, designed the research and wrote the manuscript; PR performed experiments and data analysis; AC designed the research and wrote the manuscript.

## Additional files

The following additional data are available with the online version of this paper: a PDF file containing Figures S1 to S6 (Additional file 1); Table S1 showing the number of probes, probe clusters, and genes represented on two popular Affymetrix Genechip microarrays after running Cleaner on different expression sets (Additional file 2); Table S2 showing the list of probes mapping to *FOXM1 *and *MYB *according to Affymetrix and Cleaner annotations (Additional file 3).

## Supplementary Material

Additional file 1 Figures S1 to S6. Click here for file

Additional file 2 Number of probes, probe clusters, and genes represented on two popular Affymetrix Genechip microarrays after running Cleaner on different expression sets. Click here for file

Additional file 3 Probes mapping to *FOXM1 *and *MYB *according to Affymetrix and Cleaner annotations. Click here for file

## References

[B1] MechamBKlusGStrovelJAugustusMByrneDBozsoPWetmoreDMarianiTKohaneISzallasiZSequence-matched probes produce increased cross-platform consistency and more reproducible biological results in microarray-based gene expression measurements.Nucleic Acids Res200432E7410.1093/nar/gnh07115161944PMC419626

[B2] LossosICzerwinskiDAlizadehAWechserMTibshiraniRBotsteinDLevyRPrediction of survival in diffuse large-B-cell lymphoma based on the expression of six genes.N Engl J Med20043501828183710.1056/NEJMoa03252015115829

[B3] TanPKDowneyTJSpitznagelELXuPFuDDimitrovDSLempickiRARaakaBMCamMCEvaluation of gene expression measurements from commercial microarray platforms.Nucleic Acids Res2003315676568410.1093/nar/gkg76314500831PMC206463

[B4] EisenMBSpellmanPTBrownPOBotsteinDCluster analysis and display of genome-wide expression patterns.Proc Natl Acad Sci USA199895148631486810.1073/pnas.95.25.148639843981PMC24541

[B5] HubbellELiuWMeiRRobust estimators for expression analysis.Bioinformatics2002181585159210.1093/bioinformatics/18.12.158512490442

[B6] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMAPaulovichAPomeroySLGolubTRLanderESMesirovJPGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles.Proc Natl Acad Sci USA2005102155451555010.1073/pnas.050658010216199517PMC1239896

[B7] PageGCoulibalyIBioinformatic tools for inferring functional information from plant microarray data: tools for the first steps.Int J Plant Genomics200820081475631852852410.1155/2008/147563PMC2408683

[B8] DaiMWangPBoydADKostovGAtheyBJonesEGBunneyWEMyersRMSpeedTPAkilHWatsonSJMengFEvolving gene/transcript definitions significantly alter the interpretation of GeneChip data.Nucleic Acids Res200533e17510.1093/nar/gni17916284200PMC1283542

[B9] LiuHZeebergBRQuGKoruAGFerrucciAKahnARyanMCNuhanovicAMunsonPJReinholdWCKaneDWWeinsteinJNAffyProbeMiner: a web resource for computing or retrieving accurately redefined Affymetrix probe sets.Bioinformatics2007232385239010.1093/bioinformatics/btm36017660211

[B10] BassoKMargolinAAStolovitzkyGKleinUDalla-FaveraRCalifanoAReverse engineering of regulatory networks in human B cells.Nat Genet20053738239010.1038/ng153215778709

[B11] LambJCrawfordEDPeckDModellJWBlatICWrobelMJLernerJBrunetJPSubramanianARossKNReichMHieronymusHWeiGArmstrongSAHaggartySJClemonsPAWeiRCarrSALanderESGolubTRThe Connectivity Map: using gene-expression signatures to connect small molecules, genes, and disease.Science20063131929193510.1126/science.113293917008526

[B12] PhillipsHSKharbandaSChenRForrestWFSorianoRHWuTDMisraANigroJMColmanHSoroceanuLWilliamsPMModrusanZFeuersteinBGAldapeKMolecular subclasses of high-grade glioma predict prognosis, delineate a pattern of disease progression, and resemble stages in neurogenesis.Cancer Cell2006915717310.1016/j.ccr.2006.02.01916530701

[B13] WangYKlijnJGMZhangYSieuwertsAMLookMPYangFTalantovDTimmermansMMeijer-van GelderMEYuJJatkoeTBernsEMJJAtkinsDFoekensJAGene-expression profiles to predict distant metastasis of lymph-node-negative primary breast cancer.Lancet20053656716791572147210.1016/S0140-6736(05)17947-1

[B14] Cancer Genome Atlas Research NetworkComprehensive genomic characterization defines human glioblastoma genes and core pathways.Nature20084551061106810.1038/nature0738518772890PMC2671642

[B15] MortazaviAWilliamsBAMcCueKSchaefferLWoldBMapping and quantifying mammalian transcriptomes by RNA-Seq.Nat Methods2008562162810.1038/nmeth.122618516045PMC13303166

[B16] EdgarRDomrachevMLashAEGene Expression Omnibus: NCBI gene expression and hybridization array data repository.Nucl Acids Res20023020721010.1093/nar/30.1.20711752295PMC99122

[B17] The Cleaner R-packagehttp://wiki.c2b2.columbia.edu/califanolab/index.php/Cleaner

[B18] PruittKDMaglottDRRefSeq and LocusLink: NCBI gene-centered resources.Nucl Acids Res20012913714010.1093/nar/29.1.13711125071PMC29787

[B19] LinHZhangZZhangMQMaBLiMZOOM! Zillions of oligos mapped.Bioinformatics2008242431243710.1093/bioinformatics/btn41618684737PMC2732274

[B20] MAQC ConsortiumShiLReidLHJonesWDShippyRWarringtonJABakerSCCollinsPJde LonguevilleFKawasakiESLeeKYLuoYSunYAWilleyJCSetterquistRAFischerGMTongWDraganYPDixDJFruehFWGodsaidFMHermanDJensenRVJohnsonCDLovenhoferEKPuriRKSchrfUThierry-MiegJWangCThe MicroArray Quality Control (MAQC) project shows inter- and intraplatform reproducibility of gene expression measurements.Nat Biotechnol2006241151116110.1038/nbt123916964229PMC3272078

[B21] BassoKSaitoMSumazinPMargolinAAWangKLimW-KAlvarezMJKitagawaYSchneiderCCalifanoADalla-FaveraRIntegrated biochemical and computational approach identifies BCL6 direct target genes controlling multiple pathways in normal germinal-center B cells.Blood2009 in press 1996563310.1182/blood-2009-06-227017PMC2817639

[B22] UptonGJLangdonWBHarrisonAPG-spots cause incorrect expression measurement in Affymetrix microarrays.BMC Genomics2008961310.1186/1471-2164-9-61319094220PMC2628396

[B23] SmithADSumazinPZhangMQTissue-specific regulatory elements in mammalian promoters.Mol Syst Biol20073731722491710.1038/msb4100114PMC1800356

[B24] LuXWangZIglehartJZhangXRichardsonAPredicting features of breast cancer with gene expression patterns.Breast Cancer Res Treat200810819120110.1007/s10549-007-9596-618297396

[B25] ButteATamayoPSlonimDGolubTKohaneIDiscovering functional relationships between RNA expression and chemotherapeutic susceptibility using relevance networks.PNAS200097121821218610.1073/pnas.22039219711027309PMC17315

[B26] HoshidaYVillanuevaAKobayashiMPeixJChiangDYCamargoAGuptaSMooreJWrobelMJLernerJReichMChanJAGlickmanJNIkedaKHashimotoMWatanabeGDaidoneMGRoayaieSSchwartzMThungSSalvesenHBGabrielSMazzaferroVBruixJFriedmanSLKumadaHLlovetJMGolubTRGene expression in fixed tissues and outcome in hepatocellular carcinoma.N Engl J Med20083591995200410.1056/NEJMoa080452518923165PMC2963075

[B27] MargolinANemenmanIBassoKWigginsCStolovitzkyGFaveraRCalifanoAARACNE: An Algorithm for the Reconstruction of Gene Regulatory Networks in a Mammalian Cellular Context.BMC Bioinformatics20067S710.1186/1471-2105-7-S1-S716723010PMC1810318

[B28] van't VeerLJBernardsREnabling personalized cancer medicine through analysis of gene-expression patterns.Nature200845256457010.1038/nature0691518385730

[B29] FrenchPPeetersJHorsmanSDuijmESiccamaIBentM van denLuiderTKrosJSpekP van derSillevis SmittPIdentification of differentially regulated splice variants and novel exons in glial brain tumors using exon expression arrays.Cancer Res2007675635564210.1158/0008-5472.CAN-06-286917575129

[B30] LivakKJSchmittgenTDAnalysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method.Methods20012540240810.1006/meth.2001.126211846609

[B31] StearmanRDwyer-NieldLZerbeLBlaineSChanZBunnPJJohnsonGHirschFMerrickDFranklinWBaronAKeithRNemenoffRMalkinsonAGeraciMAnalysis of orthologous gene expression between human pulmonary adenocarcinoma and a carcinogen-induced murine model.Am J Pathol2005167176317751631448610.1016/S0002-9440(10)61257-6PMC1613183

[B32] DingLGetzGWheelerDMardisEMcLellanMCibulskisKSougnezCGreulichHMuznyDMorganMFultonLFultonRZhangQWendlMLawrenceMLarsonDChenKDoolingDSaboAHawesAShenHJhangianiSLewisLHallOZhuYMathewTRenYYaoJSchererSClercKSomatic mutations affect key pathways in lung adenocarcinoma.Nature20084551069107510.1038/nature0742318948947PMC2694412

[B33] RusyKTemporal lobectomy: a promising alternative.J Neurosci Nurs199123320324183599710.1097/01376517-199110000-00009

[B34] TothillRTinkerAGeorgeJBrownRFoxSLadeSJohnsonDTrivettMEtemadmoghadamDLocandroBTraficanteNFeredaySHungJChiewYHavivIGertigDDeFazioABowtellDNovel molecular subtypes of serous and endometrioid ovarian cancer linked to clinical outcome.Clin Cancer Res2008145198520810.1158/1078-0432.CCR-08-019618698038

[B35] SunLHuiASuQVortmeyerAKotliarovYPastorinoSPassanitiAMenonJWallingJBaileyRRosenblumMMikkelsenTFineHNeuronal and glioma-derived stem cell factor induces angiogenesis within the brain.Cancer Cell2006928730010.1016/j.ccr.2006.03.00316616334

[B36] LeeYScheckACloughesyTLaiADongJFarooqiHLiauLHorvathSMischelPNelsonSGene expression analysis of glioblastomas identifies the major molecular basis for the prognostic benefit of younger age.BMC Med Genomics200815210.1186/1755-8794-1-5218940004PMC2596165

[B37] UmemuraSShiraneMTakekoshiSKusakabeTItohJEgashiraNTokudaYMoriKOsamuraYOverexpression of E2F-5 correlates with a pathological basal phenotype and a worse clinical outcome.Br J Cancer200910076477110.1038/sj.bjc.660490019259095PMC2653774

[B38] SuAIWiltshireTBatalovSLappHChingKABlockDZhangJSodenRHayakawaMKreimanGCookeMPWalkerJRHogeneschJBA gene atlas of the mouse and human protein-encoding transcriptomes.Proceedings of the National Academy of Sciences of the United States of America20041016062606710.1073/pnas.040078210115075390PMC395923

[B39] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJHornikKHothornTHuberWIacusSIrizarryRLeischFLiCMaechlerMRossiniAJSawitzkiGSmithCSmythGTierneyLYangJYZhangJBioconductor: open software development for computational biology and bioinformatics.Genome Biology20045R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B40] IrizarryRABolstadBMCollinFCopeLMHobbsBSpeedTPSummaries of Affymetrix GeneChip probe level data.Nucleic Acids Research200331e1510.1093/nar/gng01512582260PMC150247

# Supplementary material for: Correlating measurements across samples improves accuracy of large-scale expression profile experiments
**Source:** Genome Biol. 2009 Dec 30;10(12):R143. doi: 10.1186/gb-2009-10-12-r143
**Supplement:** Additional file 2 — Number of probes, probe clusters, and genes represented on two popular Affymetrix Genechip microarrays after running Cleaner on different expression sets.

**Supplementary Table 1:** Number of probes, probe clusters, and genes represented on two popular Affymetrix Genechip microarray after running Cleaner on different expression-sets. The proportion of probes, probe clusters and genes (EntrezID) compared to the current Affymetrix annotation is shown between parenthesis. Cleaner was ran on 152 and 200 B-cell samples hybridized on U95Av2 and U133plus2, respectively (Basso et.al. Nat. Genetics 2005, Basso et.al. Blood 2009); 75 lung carcinoma samples on U95Av2 (GSE2514 and GSE6253) and 75 on U133plus2 (GSE12667); 51 ovarian cancer samples on U95Av2 (GSE8057) and 295 on U133plus2 (GSE9899); 49 glioblastoma samples on U95Av2 (GSE13041) and 45 on U133plus2 (GSE4290); 88 prostate cancer samples on U95Av2 (GSE1431) and 154 on U133plus2 (GSE17951); 40 breast carcinoma samples on U95Av2 (GSE6367) and 129 on U133plus2 (GSE5460).

| Platform  |                | B cell |       | Lung   |       | Ovary  |       | GBM    |       | Prostate |       | Breast |       |
|-----------|----------------|--------|-------|--------|-------|--------|-------|--------|-------|----------|-------|--------|-------|
| U95Av2    | Probes         | 83862  | (42%) | 51297  | (26%) | 41702  | (21%) | 43094  | (22%) | 41637    | (21%) | 61258  | (31%) |
|           | Probe clusters | 6011   | (48%) | 4860   | (38%) | 4343   | (34%) | 4280   | (34%) | 4247     | (34%) | 5189   | (41%) |
|           | EntrezID       | 5923   | (66%) | 4780   | (53%) | 4193   | (47%) | 4229   | (47%) | 4224     | (47%) | 5118   | (57%) |
| U133plus2 | Probes         | 153960 | (26%) | 205597 | (35%) | 183864 | (31%) | 140031 | (24%) | 197675   | (33%) | 163868 | (28%) |
|           | Probe clusters | 12162  | (22%) | 14894  | (27%) | 15376  | (28%) | 12656  | (23%) | 16753    | (31%) | 13205  | (24%) |
|           | EntrezID       | 11728  | (58%) | 14620  | (72%) | 14241  | (70%) | 11817  | (58%) | 14592    | (72%) | 12734  | (63%) |

# Supplementary material for: Correlating measurements across samples improves accuracy of large-scale expression profile experiments
**Source:** Genome Biol. 2009 Dec 30;10(12):R143. doi: 10.1186/gb-2009-10-12-r143
**Supplement:** Additional file 3 — Probes mapping to FOXM1 and MYB according to Affymetrix and Cleaner annotations.

**Supplementary Table 2** List of probes mapping to FOXM1 and MYB according to Affymetrix and Cleaner annotations.

Columns show the probe-set defined by Affymetrix, probe sequences, mapping to current RefSeq database (Remap), probe-clusters generated by Cleaner (Cleaner), and consistency score for each probe (consistency). Consistency scores lower than the 99 percentile of the permutation-based null distribution, 0.632 for FOXM1 and 0.532 for MYB, are shown between square brackets. (\*) Probes removed by the clustering analysis. (<sup>RC</sup>) Map to the reverse complement.

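Supplementary Table 2 lists each probe of the FOXM1 and MYB probe sets with its sequence and, where it maps to a transcript of the gene or to its reverse complement, its consistency score, the measure whose threshold a probe must pass before the clustering step of Cleaner, which can still remove it. The score was computed by the authors from B-cell profiles, which were not used here. Among the FOXM1 probe sets, the median score was 0.895 over the 16 probes of 34715_at and 0.455 over the 16 probes of 41324_g_at, whose scores reached 0.57, below the FOXM1 threshold. The 1 scored probe of 41323_at had 0.51. For the MYB probe sets with all probes mapped, median scores over the 16 probes were 0.625 for 1472_g_at, 0.69 for 1473_s_at, 0.765 for 1474_s_at, 0.59 for 1475_s_at, 0.625 for 1476_s_at and 0.855 for 2042_s_at, each above the MYB threshold. The lowest probe of each of these probe sets lay below it, between 0.12 and 0.28. The 2 scored probes of 41854_at had 0.04 and 0.43. All these scores are the paper's. When the listed sequences were compared, 10 of the 16 probes of 41324_g_at, which map to the reverse complement of FOXM1, held a stretch of at least 12 bases complementary to a probe of 34715_at, and 0 of the 16 probes of 41323_at did.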

| probe_set | Probe # | sequence                   | Remap               | Cleaner | consistency |
|-----------|---------|----------------------------|---------------------|---------|-------------|
| FOXM1     |         |                            |                     |         |             |
| 34715_at  | 1       | CTTTGCAGGGTGGTCCGTGTAAATA  | FOXM1               | 2305.1  | 0.84        |
|           | 2       | GGTTTCAATTGACTTCTGTTCCTTG  | FOXM1               | 2305.1  | 0.91        |
|           | 3       | GCAGTGCACGGTTTCTTCCAGGCTG  | FOXM1               | 2305.1  | 0.93        |
|           | 4       | GTTCTTCACTGCAGGGACCCAGACA  | FOXM1               | 2305.1  | 0.9         |
|           | 5       | AGGGACCCAGACAAGTGGATCTGCT  | FOXM1               | -       | 0.65*       |
|           | 6       | CCAGACAAGTGGATCTGCTTGCCAG  | FOXM1               | 2305.1  | 0.83        |
|           | 7       | ATCTGCTTGCCAGAGTCCTTTTTGC  | FOXM1               | 2305.1  | 0.89        |
|           | 8       | TTCCAAGTCAGCTTTCCTGCAAGAA  | FOXM1               | 2305.1  | 0.94        |
|           | 9       | TCCTGCAAGAAGAAATCCTGGTTAA  | FOXM1               | 2305.1  | 0.76        |
|           | 10      | TGTGGGTGCCCAGATGTGCGCTATT  | FOXM1               | 2305.1  | 0.94        |
|           | 11      | GGGTGCCCAGATGTGCGCTATTAGA  | FOXM1               | 2305.1  | 0.94        |
|           | 12      | CCAGATGTGCGCTATTAGATGTTTC  | FOXM1               | 2305.1  | 0.91        |
|           | 13      | TCATACCAGGGAGACTGGCATTGAC  | FOXM1               | 2305.1  | 0.76        |
|           | 14      | GACTGGCATTGACGAGAACTCAGGT  | FOXM1               | 2305.1  | 0.93        |
|           | 15      | AAAGGGCCCCTGACCTGCCTGGCTT  | FOXM1               | -       | [0.37]      |
|           | 16      | GACCTGCCTGGCTTCCTTAGCTTGC  | FOXM1               | -       | [0.55]      |
| 41323_at  | 17      | CAAAGATCAGGGAAGGCTGGATTTC  | -                   | -       | -           |
|           | 18      | AAGGCTGGATTTCTTCCTCCTTGAT  | FOXM1 <sup>RC</sup> | -       | [0.51]      |
|           | 19      | CCTCAGCTAGCAGCACCTGAAAGGG  | -                   | -       | -           |
|           | 20      | AGCTAGCAGCACCTGAAAGGGAAC   | -                   | -       | -           |
|           | 21      | AGCAGCACCTGAAAGGGAACAGAG   | -                   | -       | -           |
|           | 22      | ATAAGGTGAACCAACGGTCACCAGA  | -                   | -       | -           |
|           | 23      | TAAGGTGAACCAACGGTCACCAGAC  | -                   | -       | -           |
|           | 24      | GTGAACCAACGGTCACCAGACAGGA  | -                   | -       | -           |
|           | 25      | CAACGGTCACCAGACAGGACGCACA  | -                   | -       | -           |
|           | 26      | TCACCAGACAGGACGCACAAAAATA  | -                   | -       | -           |
|           | 27      | CAGACAGGACGCACAAAAATATCAC  | -                   | -       | -           |
|           | 28      | AGGACGCACAAAAATATCACATACG  | -                   | -       | -           |
|           | 29      | GCACAAAAATATCACATACGGGTTC  | -                   | -       | -           |
|           | 30      | ATCACATACGGGTTCCTGATCCTCTT | -                   | -       | -           |
|           | 31      | GGGTTCCTGATCCTCTTTGTGTCGTT | -                   | -       | -           |

| probe_set  | Probe # | sequence                   | Remap               | Cleaner | consistency |
|------------|---------|----------------------------|---------------------|---------|-------------|
| 41324_g_at | 32      | CTGATCCTCTTTGTGTCGTTTTGAA  | -                   | -       | -           |
|            | 33      | TATTTACACGGACCACCTGCAAAG   | FOXMI <sup>RC</sup> | -       | [0.51]      |
|            | 34      | ATTTACACGGACCACCTGCAAAGA   | FOXMI <sup>RC</sup> | -       | [0.57]      |
|            | 35      | CACGGACCACCTGCAAAGATCAGG   | FOXMI <sup>RC</sup> | -       | [0.53]      |
|            | 36      | ACCACCCTGCAAAGATCAGGGAAGG  | FOXMI <sup>RC</sup> | -       | [0.57]      |
|            | 37      | AACAGGAGTTTCTCCTCTTTCCCTG  | FOXMI <sup>RC</sup> | -       | [0.46]      |
|            | 38      | CAGGAGTTTCTCCTCTTTCCCTGGT  | FOXMI <sup>RC</sup> | -       | [0.45]      |
|            | 39      | CTCTTTCCCTGGTCCTGCAGAAGAA  | FOXMI <sup>RC</sup> | -       | [0.52]      |
|            | 40      | TCTTTCCCTGGTCCTGCAGAAGAAA  | FOXMI <sup>RC</sup> | -       | [0.39]      |
|            | 41      | TTTCCCTGGTCCTGCAGAAGAAAGA  | FOXMI <sup>RC</sup> | -       | [0.37]      |
|            | 42      | TCTTCTTGCAGGAAAGCTGACTTGG  | FOXMI <sup>RC</sup> | -       | [0.17]      |
|            | 43      | TGCAGGAAAGCTGACTTGGAACAC   | FOXMI <sup>RC</sup> | -       | [0.32]      |
|            | 44      | AAAGCTGACTTGGAACACGGGGAG   | FOXMI <sup>RC</sup> | -       | [0.28]      |
|            | 45      | GGA CTCTGGCAAGCAGATCCACTTG | FOXMI <sup>RC</sup> | -       | [0.13]      |
|            | 46      | GACTCTGGCAAGCAGATCCACTTGT  | FOXMI <sup>RC</sup> | -       | [0.44]      |
|            | 47      | GGGTCCCTGCAGTGAAGAACCCAAG  | FOXMI <sup>RC</sup> | -       | [0.5]       |
|            | 48      | CCCTGCAGTGAAGAACCCAAGATCC  | FOXMI <sup>RC</sup> | -       | [0.48]      |
| MYB        |         |                            |                     |         |             |
| 1471_at    | 49      | CCAACTGGGATGGCTCCTTGTGCTT  | -                   | -       | -           |
|            | 50      | ACTGGGATGGCTCCTTGTGCTTTGC  | -                   | -       | -           |
|            | 51      | GGGATGGCTCCTTGTGCTTTGCAAC  | -                   | -       | -           |
|            | 52      | ATGGCTCCTTGTGCTTTGCAACATA  | -                   | -       | -           |
|            | 53      | GCTCCTTGTGCTTTGCAACATACAT  | -                   | -       | -           |
|            | 54      | CCTTGTGCTTTGCAACATACATAGT  | -                   | -       | -           |
|            | 55      | AGCAGGTGCTACCATTATGTGGGCC  | -                   | -       | -           |
|            | 56      | AGGTGCTACCATTATGTGGGCCATT  | -                   | -       | -           |
|            | 57      | TGCTACCATTATGTGGGCCATTACT  | -                   | -       | -           |
|            | 58      | GGCCATTACTGAATTCTGACATCTT  | -                   | -       | -           |
|            | 59      | CATTACTGAATTCTGACATCTTTAG  | -                   | -       | -           |
|            | 60      | TACTGAATTCTGACATCTTTAGCGA  | -                   | -       | -           |
|            | 61      | TGAATTCTGACATCTTTAGCGACTG  | -                   | -       | -           |
|            | 62      | ATTCTGACATCTTTAGCGACTGGGC  | -                   | -       | -           |
|            | 63      | ACATCTTTAGCGACTGGGCAGCCAA  | -                   | -       | -           |
|            | 64      | ACTGGGCAGCCAACTGGGATGGCTC  | -                   | -       | -           |
|            | 65      | GCACACAAGAGACTGGGGAACAGAT  | MYB                 | -       | [0.36]      |
|            | 66      | AAAGCTACTGCCTGGACGAAGTAT   | MYB                 | 4602.1  | 0.79        |
|            | 67      | AACCACTGGAATTCTACAATGCGTC  | MYB                 | 4602.1  | 0.86        |
|            | 68      | GTTATCTGCAGGAGTCTTCAAAAGC  | MYB                 | 4602.1  | 0.7         |
|            | 69      | TCTTCAAAAGCCAGCCAGCCAGCAG  | MYB                 | -       | [0.19]      |
|            | 70      | GCCAGCCAGCAGTGGCCACAAGCTT  | MYB                 | -       | [0.25]      |
|            | 71      | TGGCCACAAGCTTCCAGAAGAACAG  | MYB                 | 4602.1  | 0.61        |

| probe_set | Probe # | sequence                    | Remap | Cleaner | consistency |
|-----------|---------|-----------------------------|-------|---------|-------------|
| 1472_g_at | 72      | TCCAGAAGAACAGTCATTTGATGGG   | MYB   | -       | [0.21]      |
|           | 73      | TTGATGGGTTTTGCTCAGGCTCCGC   | MYB   | 4602.1  | 0.64        |
|           | 74      | GCCCACTGTTAACAACGACTATTCC   | MYB   | 4602.1  | 0.79        |
|           | 75      | ACGACTATTCCCTATTACCACATTTTC | MYB   | 4602.1  | 0.87        |
|           | 76      | TATTACCACATTTCTGAAGCACAAA   | MYB   | 4602.1  | 0.72        |
|           | 77      | TGAAGCACAAAATGTCTCCAGTCAT   | MYB   | -       | [0.47]      |
|           | 78      | CTCCAGTCATGTTCCATACCCTGTGA  | MYB   | -       | [0.39]      |
|           | 79      | TAGTCAATGTCCCTCAGCCAGCTGC   | MYB   | -       | [0.53]      |
| 1473_s_at | 80      | CGCAGCCATTTCAGAGACACTATAAT  | MYB   | 4602.1  | 0.74        |
|           | 81      | TTCTTAAACACTTCCAGTAACCATG   | MYB   | 4602.1  | 0.72        |
|           | 82      | TAAACACTTCCAGTAACCATGAAAA   | MYB   | 4602.1  | 0.72        |
|           | 83      | CACTTCCAGTAACCATGAAAACTCA   | MYB   | 4602.1  | 0.73        |
|           | 84      | CAGTAACCATGAAAACTCAGACTTG   | MYB   | -       | 0.61*       |
|           | 85      | CCATGAAAACTCAGACTTGGAAATG   | MYB   | -       | [0.29]      |
|           | 86      | ACTCAGACTTGGAAATGCCTTCTTT   | MYB   | 4602.1  | 0.8         |
|           | 87      | TTGGAAATGCCTTCTTTAACTTCCA   | MYB   | -       | 0.58*       |
|           | 88      | TCATTGGTCACAAATTGACTGTTAC   | MYB   | -       | [0.12]      |
|           | 89      | TTGGTCACAAATTGACTGTTACAAC   | MYB   | -       | [0.26]      |
|           | 90      | TCACAAATTGACTGTTACAACACCA   | MYB   | -       | [0.37]      |
|           | 91      | AATTGACTGTTACAACACCATTTC    | MYB   | 4602.1  | 0.85        |
|           | 92      | GTTACAACACCATTTCATAGAGACC   | MYB   | 4602.1  | 0.8         |
|           | 93      | ACAACACCATTTCATAGAGACCAGA   | MYB   | 4602.1  | 0.83        |
|           | 94      | ACACCATTTCATAGAGACCAGACTG   | MYB   | 4602.1  | 0.82        |
|           | 95      | CCATTTTCATAGAGACCAGACTGTGA  | MYB   | 4602.1  | 0.66        |
|           | 96      | CATAGAGACCAGACTGTGAAAACTC   | MYB   | -       | [0.5]       |
| 1474_s_at | 97      | AGATGCACCGAATATTCTTACAAGC   | MYB   | 4602.1  | 0.89        |
|           | 98      | GCACCAGCATCAGAAGATGAAGACA   | MYB   | -       | [0.53]      |
|           | 99      | AGACAATGTTCTCAAAGCATTTACA   | MYB   | 4602.1  | 0.72        |
|           | 100     | ATGTTCTCAAAGCATTTACAGTACC   | MYB   | 4602.1  | 0.8         |
|           | 101     | TCTCAAAGCATTTACAGTACCTAAA   | MYB   | 4602.1  | 0.8         |
|           | 102     | TACAGTACCTAAAAACAGGTCCCTG   | MYB   | -       | [0.21]      |
|           | 103     | GAGCCCCTTGCAGCCTTGTTAGCAGT  | MYB   | -       | [0.53]      |
|           | 104     | CCCTTGCAGCCTTGTTAGCAGTACCT  | MYB   | 4602.1  | 0.75        |
|           | 105     | GCAGCCTTGTTAGCAGTACCTGGGAA  | MYB   | 4602.1  | 0.76        |
|           | 106     | AGTACCTGGGAACCTGCATCCTGTG   | MYB   | 4602.1  | 0.77        |
|           | 107     | GAACCTGCATCCTGTGGAAAGATGG   | MYB   | 4602.1  | 0.74        |
|           | 108     | AGCAGATGACATCTTCCAGTCAAGC   | MYB   | -       | 0.58*       |
|           | 109     | GATGACATCTTCCAGTCAAGCTCGT   | MYB   | 4602.1  | 0.82        |
|           | 110     | CATCTTCCAGTCAAGCTCGTAAATA   | MYB   | 4602.1  | 0.84        |
|           | 111     | TTCCAGTCAAGCTCGTAAATACGTG   | MYB   | 4602.1  | 0.84        |
|           | 112     | GTCAAGCTCGTAAATACGTGAATGC   | MYB   | 4602.1  | 0.84        |

| probe_set | Probe # | sequence                   | Remap | Cleaner | consistency |
|-----------|---------|----------------------------|-------|---------|-------------|
| 1475_s_at | 113     | CCACACCAGACCTCATGGAGACAGT  | MYB   | 4602.1  | 0.67        |
|           | 114     | GACCTCATGGAGACAGTGCACCTGT  | MYB   | 4602.1  | 0.69        |
|           | 115     | GGAGACAGTGCACCTGTTTCCTGTT  | MYB   | -       | [0.28]      |
|           | 116     | GTGCACCTGTTTCCTGTTTGGGAGA  | MYB   | -       | [0.44]      |
|           | 117     | GGGAGAACACCACTCCACTCCATCT  | MYB   | -       | [0.5]       |
|           | 118     | TCCTGGCTCCCTACCTGAAGAAAGC  | MYB   | -       | [0.52]      |
|           | 119     | TCCCTACCTGAAGAAAGCGCCTCGC  | MYB   | -       | [0.37]      |
|           | 120     | CGCCTCGCCAGCAAGGTGCATGATC  | MYB   | 4602.1  | 0.66        |
|           | 121     | GCCAGCAAGGTGCATGATCGTCCAC  | MYB   | 4602.1  | 0.79        |
|           | 122     | GTGCATGATCGTCCACCAGGGCACC  | MYB   | 4602.1  | 0.77        |
|           | 123     | GATCGTCCACCAGGGCACCATTCTG  | MYB   | 4602.1  | 0.71        |
|           | 124     | CACCAGGGCACCATTCTGGATAATG  | MYB   | 4602.1  | 0.67        |
|           | 125     | GGCACCATTCTGGATAATGTTAAGA  | MYB   | 4602.1  | 0.69        |
|           | 126     | TAAGAACCTCTTAGAATTTGCAGAA  | MYB   | -       | [0.49]      |
|           | 127     | AGAACCACACATGCAGCTACCCCGG  | MYB   | -       | [0.49]      |
|           | 128     | CCCGGGTGGCACAGCACCACCATTG  | MYB   | -       | [0.44]      |
| 1476_s_at | 129     | AGCTATCAAAAAGGTCAATCTTAGAA | MYB   | -       | [0.22]      |
|           | 130     | CAATCTTAGAAAAGCTCTCCAAGAAC | MYB   | -       | [0.48]      |
|           | 131     | GAAAGCTCTCCAAGAAGCTCCTACAC | MYB   | 4602.1  | 0.7         |
|           | 132     | TCCAAGAAGCTCCTACACCATTCAAA | MYB   | -       | [0.36]      |
|           | 133     | CATTCAAACATGCACTTGCAGCTCA  | MYB   | 4602.1  | 0.87        |
|           | 134     | TGCACTTGCAGCTCAAGAAATTTAAA | MYB   | -       | 0.58*       |
|           | 135     | TACGGTCCCCCTGAAGATGCTACCTC | MYB   | 4602.1  | 0.64        |
|           | 136     | TGAAGATGCTACCTCAGACACCCTC  | MYB   | 4602.1  | 0.57        |
|           | 137     | ACACCCTCTCATCTAGTAGAAGATC  | MYB   | 4602.1  | 0.68        |
|           | 138     | ATGGACCACCCTTACTGAAGAAAAT  | MYB   | 4602.1  | 0.7         |
|           | 139     | GAGGTGGAATCTCCAAGTATAAAT   | MYB   | 4602.1  | 0.74        |
|           | 140     | GAATCTCCAAGTATAAATCAGGAA   | MYB   | -       | [0.4]       |
|           | 141     | AAATCAGGAAAGTCTTCTGCTCAC   | MYB   | 4602.1  | 0.86        |
|           | 142     | AACTTCTTCTGCTCACACCACTGGG  | MYB   | 4602.1  | 0.61        |
|           | 143     | TGAATACCCAACTGTTACGCAGAC   | MYB   | 4602.1  | 0.89        |
|           | 144     | ACTGTTACGCAGACCTCGCCTGTG   | MYB   | -       | [0.53]      |
| 2042_s_at | 145     | ACGTTTTTTGCTGCTATGGTCTTAG  | MYB   | 4602.1  | 0.89        |
|           | 146     | TTTTGCTGCTATGGTCTTAGCCTGT  | MYB   | 4602.1  | 0.9         |
|           | 147     | TGCTGCTATGGTCTTAGCCTGTAGA  | MYB   | 4602.1  | 0.89        |
|           | 148     | GTCTTAGCCTGTAGACATGCTGCTA  | MYB   | 4602.1  | 0.9         |
|           | 149     | GCCTGTAGACATGCTGCTAGTATCA  | MYB   | 4602.1  | 0.91        |
|           | 150     | GTAGACATGCTGCTAGTATCAGAGG  | MYB   | 4602.1  | 0.89        |
|           | 151     | ACATGCTGCTAGTATCAGAGGGGCA  | MYB   | -       | [0.53]      |
|           | 152     | TGCTGCTAGTATCAGAGGGGCAGTA  | MYB   | -       | [0.39]      |
|           | 153     | TATCAGAGGGGCAGTAGAGCTTGGA  | MYB   | -       | [0.53]      |

| probe_set | Probe # | sequence                    | Remap | Cleaner | consistency |
|-----------|---------|-----------------------------|-------|---------|-------------|
| 41854_at  | 154     | TGACTATGCACTAGTATTTTCAGACT  | MYB   | 4602.1  | 0.88        |
|           | 155     | TATGCACTAGTATTTTCAGACTTTTT  | MYB   | 4602.1  | 0.86        |
|           | 156     | GCACTAGTATTTTCAGACTTTTTTAAT | MYB   | 4602.1  | 0.84        |
|           | 157     | TTCTTCTGCAATACATTTGAAAAC    | MYB   | 4602.1  | 0.85        |
|           | 158     | TTCTGCAATACATTTGAAAAC TTGT  | MYB   | -       | [0.22]      |
|           | 159     | TTTGAAAAC TTGTTTGGGAGACTCT  | MYB   | -       | [0.22]      |
|           | 160     | ACTTGTTTGGGAGACTCTGCATTTT   | MYB   | 4602.1  | 0.74        |
|           | 161     | TTTTCTTCAGAAGGACTATAATCAG   | -     | -       | -           |
|           | 162     | AAGACCCTGAGAAGGAAAAGCGAAT   | MYB   | -       | [0.04]      |
|           | 163     | GAATTAGAATTGCTCCTAATGTCAA   | MYB   | -       | [0.43]      |
|           | 164     | AGGTGCTACCAGTAAGACTGTCATC   | -     | -       | -           |
|           | 165     | TACCAGTAAGACTGTCATCATGTGC   | -     | -       | -           |
|           | 166     | CTGTCATCATGTGCTTGAATGAGGG   | -     | -       | -           |
|           | 167     | GGGATAGCAGCTTTGCCTCAGTTTA   | -     | -       | -           |
|           | 168     | AGCAGCTTTGCCTCAGTTTACCTAA   | -     | -       | -           |
|           | 169     | TGCCTCAGTTTACCTAAGCGCTCTT   | -     | -       | -           |
|           | 170     | GCCTCAGTTTACCTAAGCGCTCTTC   | -     | -       | -           |
|           | 171     | AGCAAGGCTCCATATATCCATTCAG   | -     | -       | -           |
|           | 172     | AGGCTCCATATATCCATTCAGAATG   | -     | -       | -           |
|           | 173     | ATTCAGAATGTCTCAACACAAGAAG   | -     | -       | -           |
|           | 174     | CAGAATGTCTCAACACAAGAAGTTG   | -     | -       | -           |
|           | 175     | GTCTCAACACAAGAAGTTGCTTGTA   | -     | -       | -           |
|           | 176     | CAACACAAGAAGTTGCTTGTAGTAA   | -     | -       | -           |

How the deposited data were processed for this re-analysis (not part of the article)

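Gene expression was measured in ST486 cells 24 h after transduction with lentivirus carrying FOXM1 shRNA, MYB shRNA or a non-target shRNA, on 3 U95Av2 arrays per group and 9 in all. Each array is given both as MAS5 and as GCRMA values, which makes 18 samples. The authors summarised the probes of each Affymetrix probe set with MAS5 from the Bioconductor package affy and deposited log2 values; they scaled each array by itself, so that the signals have a trimmed mean of 500 on the linear scale on every array. For the second set, the authors deposited log2 values from GCRMA, which corrects the background by probe sequence and normalizes the arrays together. Tools are named after the submitters' processing notes, and their versions are not given in the sources used here. The deviations of each array from its group mean in MAS5 values correlated best with those of the array of the same name in GCRMA values for 9 of 9 arrays, with 0.384 as the lowest correlation for the same name and 0.0931 as the highest for another.

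The table holds 12625 probe sets, of which 67 controls were left out and 12558 tested. The platform's annotation gives 1 gene symbol for 10943 probe sets, several for 545 and none for 1070. Of the first, 10934 matched a gene of the GRCh38.p14 annotation, and only they were named. They stand for 8226 genes, 1928 of them with more than 1 probe set. A gene with several probe sets was represented by the one with the highest mean log2 signal over the 9 arrays.

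The fit used the MAS5 log2 values with no pseudocount, further normalization or filter. One limma model over the 3 groups (lmFit, contrasts and eBayes with trend, limma 3.58.1 in R 4.3.3) gave each comparison of a knock-down with the control and the difference between the knock-downs, with 6 residual degrees of freedom and a prior of 9.05. P-values were adjusted by Benjamini-Hochberg over the 12558 probe sets, with a threshold of 0.05. Fold changes are 2 to the power of the difference of mean log2 signals. Single probe sets were also tested with an exact permutation test, two-sided, for which 3 arrays against 3 cannot give a p below 0.1. Gene lists were tested with camera from limma on 1 probe set per gene, with a preset correlation of 0.01 and adjusted over the 21 lists of a comparison, and again with an estimated correlation. The figure was drawn with matplotlib 3.10.9 in Python 3.11.15. Depth has no counterpart on arrays, and the number of arrays limits the precision.

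The comparisons, the rule for named genes, the gene lists and the alternatives were chosen before the data were examined, after the values of FOXM1 and MYB in the paper's figures had been seen. Named were FOXM1, MYB and GAPDH and, for each comparison with the control, the 10 higher and the 10 lower genes with the largest absolute log2 fold change among probe sets with 1 gene symbol that passed the threshold and whose knock-down arrays all lay beyond all control arrays. For each list that is described, the 3 members with the largest absolute log2 fold change past the threshold were named or, with none past it, the 3 with the largest absolute moderated t of limma. The 21 lists were G2/M and mitosis genes, G1/S and DNA replication genes, genes described as MYB targets, interferon-response genes, p53 target genes, germinal center and B-cell identity genes, plasma-cell genes, unfolded-protein and amino-acid stress response genes, NF-kB target genes, BCL2-family genes, MYC target and ribosome biogenesis genes, cytosolic heat-shock genes, immediate-early genes, cholesterol synthesis genes, glycolysis and hypoxia genes, oxidative phosphorylation genes, ribosomal protein genes, proteasome subunit genes, T-cell markers, myeloid markers and markers of the epithelial 293FT cells.

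Alternatives were the GCRMA values, quantile normalization, centring of each array on its median, a pseudocount of 32, a filter on the mean signal, a fit of only the 6 arrays compared, eBayes without trend, the replicate number as a block, each array left out in turn, and, for the lists, an estimated correlation and the mean over all probe sets of a gene. Ratios of arithmetic means and of medians were also computed for the FOXM1 and MYB probe sets. The fit was tested on simulated data for FOXM1 shRNA against control over 12558 probe sets, with the measured means and spreads. Of 100 probe sets changed by 1 on the log2 scale 28 were recovered, and of 100 changed by 2 on the log2 scale 45 were; above the median signal these were 28 of 48 and 42 of 46. In all, 4 calls (5.19%) were false and 0 had the wrong sign. In the simulated lists, the shifted list was called and 0 of the 20 others. Only means and spreads were taken from the data, not the correlation between genes. The simulated lists therefore do not decide how many list calls are false where genes correlate. The estimated correlation was 0.433 for ribosomal protein genes. Cleaner clusters, qRT-PCR and immunoblots were not analysed here, because the values are given per Affymetrix probe set.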

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

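For the genes lower after MYB knock-down, the tests of the summary method and of the MYC target list were chosen only after the result was seen. The comparisons of these genes with the G1/S and G2/M lists were also chosen then. So were the tests of the scaling and of FOXM1 shRNA replicate 1 for the MYB probe sets.

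The paper reports the knock-down arrays for FOXM1 and MYB, as probe sets and as Cleaner clusters. Outside the probe sets of these genes, 195 probe sets changed after FOXM1 shRNA and 292 after MYB shRNA against the control arrays, at an adjusted p under 0.05 from limma. Between the knock-downs, 634 probe sets, here with those of FOXM1 and MYB included, differed in the test of the difference itself. The groups did not overlap for 15.4% of probe sets after FOXM1 shRNA, 18.5% after MYB shRNA and 20.4% between the knock-downs, where chance gives 10%. The 6 arrays of each comparison make 10 splits, too few for a share under 0.05: the real split, the 1 with the most calls, gave 197, 298 and 634 probe sets, and the highest other split 1, 0 and 0. Leaving out 1 array lowered the count for FOXM1 shRNA to 108 without non-target control replicate 1, 118 without replicate 2 and 119 without replicate 3. For MYB shRNA it lowered the count to between 164 and 196, whichever of the 6 arrays compared was left out, and between the knock-downs to 420 without MYB shRNA replicate 2 and 393 without MYB shRNA replicate 3.

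Cholesterol synthesis genes were lower after FOXM1 shRNA than after MYB shRNA (19 measured, 5 lower and 0 higher past the threshold, 9 lower and 0 higher adjusted over the list alone; camera adjusted p = 0.000524, adjusted p = 0.218 with an estimated correlation).

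After MYB shRNA, 9 genes of nucleolar proteins or proteins with acidic stretches (ANP32B, ANP32E, HTATSF1, NRDC, IPO7, NCL, NPM1, NAP1L1 and TOP2B), noticed among the lower genes, had log2 fold changes of -2.56 for ANP32B to -1.03 for NAP1L1. Against an effect of the MAS5 summary, 9 of the 9 were lower past the threshold in GCRMA values, and against a decrease of MYC target and ribosome biogenesis genes as a class as the source for NCL and NPM1, the 25 other measured members of that list had a median log2 fold change of 0.151, which decides nothing for the 7 pattern genes outside the list. A list of 27 other genes of proteins with acidic stretches, written from general knowledge before their values were looked at and the only such list tried, was lower (camera p = 0.00164; p = 0.013 with an estimated correlation), with 17 of 24 measured members below the control, 4 of them past the threshold (HMGB2, HMGB3, CENPB and ANP32A) and 0 higher past it, but with a median log2 fold change of only -0.145, far smaller than the changes of the 9 genes; after FOXM1 shRNA its p was 0.533. A candidate explanation for part of the pattern is an effect shared by genes of such proteins, which remains a hypothesis found and tested on the same arrays. After FOXM1 shRNA, G1/S and DNA replication genes had a median log2 fold change of -0.313, against -0.266 after MYB shRNA. The 9 genes ran from -0.177 for NRDC to 0.706 for IPO7 after FOXM1 shRNA, none lower past the threshold. These values argue against a decrease shared with that list as a whole as the source for the 9 genes. Of its 33 measured members, 4 were higher and 3 lower past the threshold after FOXM1 shRNA than after MYB shRNA. A decrease shared with only some members of that list was not tested. G2/M and mitosis genes had a median of -0.0993 after FOXM1 shRNA, against -0.201 after MYB shRNA. As a list they did not differ past the threshold between the knock-downs (camera adjusted p = 0.671). Of the 33 measured G2/M and mitosis genes, 6 were higher and 5 lower past the threshold after FOXM1 shRNA than after MYB shRNA. Such opposite changes can cancel in a test of the list, so it does not show that single genes responded alike. Slower proliferation itself and an effect of the single MYB hairpin on other transcripts were not tested and stay open.

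After FOXM1 shRNA, the MYB probe set 1476_s_at rose by a log2 fold change of 0.51 (standard error 0.113, adjusted p = 0.0309 from limma, higher on 3 of 3 arrays), and the 6 probe sets whose probes map to MYB had log2 fold changes of 0.15 to 0.59, 1 past the threshold, 5 with an unadjusted p under 0.05 and 3 past the threshold in GCRMA values; 1471_at (1.28) and 41854_at (0.69), with 0 and 2 of 16 probes mapped to MYB, had larger values that did not pass and are no evidence about the transcript. The call was kept in 3 of 13 alternatives (adjusted p of 0.00952 to 0.313); with any of the 6 arrays compared left out, the log2 fold change stayed between 0.46 and 0.55 while adjusted p went to 0.0503 to 0.129. Centring each array on its median ended the call (log2 fold change 0.40, adjusted p = 0.201) and left 0 MYB probe sets past the threshold. Quantile-normalized and GCRMA values kept the call. It was also lost at an unchanged log2 fold change in a fit of only the 6 arrays compared (adjusted p = 0.0565), with the replicate block (0.0622) and without trend (0.313). The call therefore depends on the settings, of which the scaling is 1. Against the scaling as the source of the whole rise, the median log2 fold change of the 6 MYB probe sets that respond to MYB shRNA was at the lowest 0.345 over median-centred, quantile-normalized and GCRMA values, and against FOXM1 shRNA replicate 1 as the source it was 0.421 without that array. A higher level of MYB transcript after loss of FOXM1 and an effect of the FOXM1 hairpin on other transcripts both stay open, since neither was tested.

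Of the probe sets past the threshold in both comparisons with the control, 18 were higher in both, 12 lower in both and 12 opposite; in GCRMA values, for which no simulation was run, these were 68, 68 and 61, with r = 0.168 and a covariance of 0.00848 over all probe sets, so that the counts and the correlation depend on the summary method. The MAS5 counts lie above those of independent lists (0.517, 2.07 and 2.09), but what the same controls add to the calls of changed groups was not tested, and over all probe sets the covariance of the log2 fold changes, 0.183, lay at the lower edge of the range of 0.183 to 0.219 in 100 simulations of unchanged groups against the same controls. The correlation (r = 0.429) and the share of probe sets with the same sign (61.9%) lay below their simulated ranges of 0.472 to 0.530 and 65.6% to 67.7%, so that the shared control arrays may account for a correlation of this size. Part of the shared calls may come from the shared controls too, which was not tested. The 100 simulations gave 0 calls higher in both, lower in both or opposite. Their groups were unchanged, so they do not decide what the controls add where groups changed. For the 30 probe sets called the same way, among them those of TULP3, OTUD4, CPOX, LCK, TYMS and PCNA, an effect common to both knock-downs and an effect of the non-target hairpin or a state of the control cultures cannot be told apart, as both knock-downs have the same control.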

How the results depend on the processing

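No alternative was added after the values were seen. Of 395 alternatives run on 27 main answers, 316 were counted as keeping the direction and the side of the threshold, or a count within 1.5 times, and 79 were not. The ratio of medians of 41324_g_at was counted as kept although its direction turned (signed fold change -1.08, against 1.05). No probe set called in any of the 3 comparisons changed sign under an alternative. Signal over background limits the calls: the median SD within groups was 1.09 in the lowest quartile of probe sets by mean log2 signal and 0.861, 0.321 and 0.172 in the next ones, so that a change of a weak probe set was seldom past the threshold, and a fit that ignores this trend gives strong probe sets too wide a spread. With 3 arrays per group, a group left with 2 arrays was assumed to vary like the others.

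GCRMA values gave 613 probe sets for FOXM1 shRNA (244 higher, 369 lower), 862 for MYB shRNA (399 higher, 463 lower) and 1374 between the knock-downs (657 higher, 717 lower), against 197, 298 and 634; they held 180, 279 and 576 of the latter, and 2 lists differed between the knock-downs, against 1. The cause was not tested. Without trend in eBayes the counts were 12 (1 higher, 11 lower), 11 (1 higher, 10 lower) and 143 (80 higher, 63 lower); 0 FOXM1 probe sets and 2 MYB probe sets passed, and calls were lost at unchanged log2 fold changes for 34715_at (-1.12, adjusted p = 0.067), 1472_g_at (-0.94, 0.146), 1474_s_at (-1.28, 0.0701), 1475_s_at (-1.39, 0.058) and 2042_s_at (-1.17, 0.0591). Centring each array on its median moved the median log2 fold change of all probe sets from 0.06 to -0.05 for FOXM1 shRNA and from 0.06 to -0.08 between the knock-downs. It gave 188 probe sets for FOXM1 shRNA, with 21 higher and a lower share of 88.8% against 70.1%, 196 for MYB shRNA with 70 higher, and 553 between the knock-downs, with 169 higher and a lower share of 69.4% against 47.3%; 4 lists differed between the knock-downs, and 41324_g_at turned to -0.0473. A filter on the mean signal gave 300 for FOXM1 shRNA with 105 higher. A fit of only the 6 arrays compared gave 115 for FOXM1 shRNA (30 higher, 85 lower), but 345 for MYB shRNA and 540 between the knock-downs; the cause of these changes was not tested. An estimated correlation left 1 list for FOXM1 shRNA, 2 for MYB shRNA and 0 between the knock-downs, against 6, 5 and 1.

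With 1 array left out, counts ran from 108 to 178 (26 to 47 higher, 82 to 131 lower) for FOXM1 shRNA, from 164 to 196 (50 to 78 higher, 110 to 128 lower) for MYB shRNA and from 393 to 541 (212 to 260 higher, 181 to 281 lower) between the knock-downs, where 1 to 2 lists differed. 41324_g_at ran from -0.15 to 0.19 and 1471_at from -0.94 to 0.39. The replicate number does not pair the arrays: deviations from the group means of arrays with the same number correlated at -0.0756 to 0.0501, and 0 of 9 arrays correlated best with its own number. With it as a block, 156, 267 and 556 probe sets passed in the 3 comparisons, and 1476_s_at after FOXM1 shRNA did not (adjusted p = 0.0622).

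The 40 results for named genes kept their sign under each alternative run on them, which did not include the filter on the mean signal. Calls lost were 5 in GCRMA values (TAF1C, EVX1, KDM4C, CD37 and LSM12), 2 with quantile normalization (KDM4C and GPM6A), 3 with centring (H2BC11, KDM4C and GPM6A), 4 in the 6 arrays compared (ADAM9, TAF1C, BCKDK and EVX1), 2 with the block (EVX1 and GPM6A), 29 without trend and 0 with the pseudocount. Of the 12 list calls, 9 were lost with an estimated correlation, and that of ribosomal protein genes after FOXM1 shRNA was lost in GCRMA, quantile-normalized and centred values.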

Differences from the paper's values

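The fold changes of the 11 FOXM1 and MYB probe sets lie close to those that Figure 5c prints. Taken from the figure to 1 decimal, 1476_s_at had -3.2 and 2042_s_at -2.2, against -3.146 and -2.254 here. Rounding the figure's values to 1 decimal can leave gaps of this size. None of the 11 fold changes was counted as different from the figure. The counts of probe sets lower by 2-fold or more and of probe sets higher after knock-down match those of the paper's text. Figure 5c counts 1 probe fewer for 2042_s_at than the paper's Supplementary Table 2, from which the numbers of mapped probes were taken.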

Other observations

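The tally of genes with several probe sets and the look at the genes beside FOXM1 were chosen after the values were seen.

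After FOXM1 shRNA, 138 probe sets fell and 59 rose in ST486 cells (197 of 12558 in limma; 147 without FOXM1 shRNA replicate 1, the array that correlated least with the others, 131 of them among the 197). The counts depend on the settings: 108 to 119 passed without 1 of the 3 control arrays and 12 without trend in eBayes, and with centring 21 rose of 188 that passed. Genes of DNA replication were lower as a list: of 33 measured G1/S and DNA replication genes, 29 were below the control, 1 passed (TYMS, thymidylate synthase, log2 fold change -0.48) and 12 fell when adjusted over the list alone (camera adjusted p = 1.58e-09, adjusted p = 0.00617 with an estimated correlation). Of 33 G2/M and mitosis genes, many described as FOXM1 targets, 5 fell and 0 rose (7 lower and 1 higher adjusted over the list alone), among them CCNF (-0.96), CCNB1 (-0.90) and CCNA2 (-0.68), the genes of cyclins F, B1 and A2 (camera adjusted p = 0.00433, adjusted p = 0.161 with an estimated correlation and 0.0505 without FOXM1 shRNA replicate 3, over a range of 0.000105 to 0.161). Cholesterol synthesis genes were lower too, with 2 of 19 past the threshold (5 lower adjusted over the list alone): HMGCS1 (-1.48), which makes HMG-CoA, and MSMO1 (-0.90), a sterol oxidase (camera adjusted p = 0.000251, adjusted p = 0.0839 with an estimated correlation). Of 28 unfolded-protein and amino-acid stress response genes, 3 fell (6 lower and 1 higher adjusted over the list alone): PHGDH, the first enzyme of serine synthesis, XBP1 (-0.81), a transcription factor of secretory cells, and ASNS (-0.47), asparagine synthetase (camera adjusted p = 0.000292, adjusted p = 0.0839 with an estimated correlation). XBP1 was also the 1 plasma-cell gene of 12 that fell (3 lower adjusted over the list alone; camera adjusted p = 0.00756, adjusted p = 0.0937 with an estimated correlation). Ribosomal protein genes were shifted up as a list, with 43 of 46 above the control and 0 past the threshold (0 adjusted over the list alone), but not in GCRMA values (adjusted p = 0.154), with quantile normalization (0.415) or with centring (0.616), so that the shift depends on the scaling; RPL41 had 0.33, RPL11 0.26 and RPL13 0.25 (camera adjusted p = 0.00599, adjusted p = 0.606 with an estimated correlation, 0.106 without FOXM1 shRNA replicate 1, 0.0955 without non-target control replicate 1 and 0.102 without non-target control replicate 3, over a range of 2.9e-05 to 0.616).

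The strongest decrease after FOXM1 shRNA in MAS5 values was that of PHGDH, from 13.2 ± 0.191 (SD, n = 3) to 10.8 ± 0.0677 (SD, n = 3) on the log2 scale (log2 fold change -2.38, standard error 0.109, adjusted p = 9.79e-09 from limma). In GCRMA values DPM2 changed more than PHGDH (-3.33 and -3.25). PHGDH was followed in MAS5 values by DPM2 (-2.27), a subunit of dolichol-phosphate mannose synthase, YWHAE (-2.04), a 14-3-3 protein, BCKDK (-1.81), NDUFAB1 (-1.73), the mitochondrial acyl carrier protein, DESI2 (-1.73), ITPR2 (-1.59), SLC39A8 (-1.55), a metal transporter, EIF3D (-1.54), a subunit of a translation initiation factor, and EVX1 (-1.53). The strongest increases were those of OTUD4 (1.54), MYL4 (1.49), TULP3 (1.47), ADAM9 (1.39), CPOX (1.36), an enzyme of heme synthesis, DICER1 (1.34), which processes microRNA precursors, TRIM37 (1.12), FNDC3A (1.06), TAF1C (1.05) and H2BC11 (1.03). Each of the decreases named here was larger in MAS5 values than that of the FOXM1 probe set 34715_at (-1.12). Whether the named genes respond to loss of FOXM1 or to an effect of the single hairpin on other transcripts was not tested. Adjusted p for H2BC11 and EVX1 was 0.0503 to 0.139 with any 1 of the 6 arrays compared left out. It rose above the threshold for TAF1C without any of these arrays but FOXM1 shRNA replicate 2 (0.104 at most), for ADAM9 without FOXM1 shRNA replicate 3 (0.068) or non-target control replicate 1 or 3 (0.0603 and 0.0631), and for BCKDK (0.0774 and 0.0722) and ITPR2 (0.083 and 0.0639) without non-target control replicate 2 or 3. In GCRMA values TAF1C (0.14) and EVX1 (-0.06) did not pass, and BCKDK (-0.81), ITPR2 (-0.54) and ADAM9 (0.76) passed with smaller changes, so that the order of these genes holds for MAS5 values alone.

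After MYB shRNA, 188 probe sets fell and 110 rose (298 in limma; 164 to 196 with any 1 of the 6 arrays compared left out, 11 without trend in eBayes). Of 33 G1/S and DNA replication genes, 7 fell and 0 rose (8 lower adjusted over the list alone), among them RRM2 (-1.27), a subunit of ribonucleotide reductase, and the cyclin genes CCNE2 (-1.14) and CCNE1 (-0.88) (camera adjusted p = 5.45e-07, adjusted p = 0.0144 with an estimated correlation). Of 12 plasma-cell genes, 3 fell (4 lower and 1 higher adjusted over the list alone): TNFRSF17, a receptor of plasma cells, IRF4 (-1.06), a transcription factor of plasma cell differentiation, and SDC1 (-0.85), the surface proteoglycan CD138 (camera adjusted p = 0.000104, adjusted p = 0.0365 with an estimated correlation). Of 33 G2/M and mitosis genes, 3 fell and 1 rose (6 lower and 1 higher adjusted over the list alone): TOP2A (-1.01), a DNA topoisomerase, MKI67 (-0.76), the gene of the proliferation antigen Ki-67, and HMMR (-0.73) were lower, and CDC25B (0.64), a phosphatase of the cell cycle, was higher (camera adjusted p = 0.000166, adjusted p = 0.108 with an estimated correlation). Of 23 genes described as MYB targets, 3 fell (4 lower adjusted over the list alone): LCK (-1.02), a Src-family kinase, and TOP2A and CCNE1, which other lists also hold (camera adjusted p = 0.00713, adjusted p = 0.108 with an estimated correlation and 0.277 with the mean over all probe sets of a gene, over a range of 0.00434 to 0.277). Ribosomal protein genes were shifted up as a list, with 42 of 46 above the control and 0 past the threshold (0 adjusted over the list alone); RPL34 had 0.37, RPL22 0.32 and RPS25 0.22 (camera adjusted p = 0.00859, adjusted p = 0.62 with an estimated correlation). That call was lost without MYB shRNA replicate 2 or 3 or non-target control replicate 1 or 3, with 0.188 at most, over a range of 1.89e-06 to 0.62.

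Among the largest decreases after MYB shRNA in MAS5 values was that of ANP32B, a histone chaperone, which went from 13.3 ± 0.0940 (SD, n = 3) to 10.7 ± 0.0858 (SD, n = 3) on the log2 scale (standard error 0.107, adjusted p = 2.6e-09 from limma). NRDC (-2.38), a metalloprotease, HBEGF (-1.83), a growth factor, MYBPH (-1.80), HTATSF1 (-1.71), CD164 (-1.55), a sialomucin, TNFRSF17 (-1.54), IPO7 (-1.48), a nuclear import receptor, and ANP32E (-1.43) were lower too. Increases were those of TULP3 (1.75), GPM6A (1.44), LSM12 (1.35), PSAP (1.34), the precursor of lysosomal saposins, COX7C (1.29), PPP1R16B (1.23), SEL1L3 (1.14) and ST6GAL1 (1.11), a sialyltransferase. The transcription factor gene TFAP2C (-2.66), the histone demethylase gene KDM4C (3.39) and CD37 (2.57), a tetraspanin of B cells, had the largest MAS5 changes, but against weak signals, where the spread is wide: 4.29 after MYB shRNA for TFAP2C, and 2.46 and 4.63 in control for KDM4C and CD37, with a median of 4.01 in the lowest quartile of probe sets. In GCRMA values TFAP2C changed by -0.43, so that the sizes and ranks of these genes are not established. Adjusted p was 0.0562 to 0.187 for KDM4C and GPM6A with any 1 of the 6 arrays compared left out. It rose above the threshold for CD37 without MYB shRNA replicate 1 or 2 or non-target control replicate 3 (0.0908, 0.102 and 0.0603), for LSM12 without MYB shRNA replicate 2 or 3 or non-target control replicate 1 or 2 (0.0865 at most), for MYBPH without MYB shRNA replicate 2 or 3 or non-target control replicate 2 or 3 (0.0598 at most), for TFAP2C without non-target control replicate 2 or 3 (0.0602 and 0.0789), and for PPP1R16B (0.0574) and SEL1L3 (0.0609) without MYB shRNA replicate 1. In GCRMA values KDM4C (0.32), CD37 (0.10) and LSM12 (0.53) did not pass, and MYBPH (-0.42) and NRDC (-1.58) passed with smaller changes.

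The other lists did not pass in camera. After FOXM1 shRNA, genes described as MYB targets had 2 of 23 lower past the threshold (LCK at -0.98 and CCNB1) and an adjusted p of 0.0635, T-cell markers 1 of 15 lower (LCK; 0.502), oxidative phosphorylation genes 2 of 35 lower (SDHD at -0.74 and NDUFV2 at -0.53; 0.299) and proteasome subunit genes 1 of 30 lower (PSMB6 at -0.61; 0.459). In limma, 0 members passed of BCL2-family genes (adjusted p = 0.153 from camera), cytosolic heat-shock genes (0.299), immediate-early genes (0.412), markers of 293FT cells (0.459), myeloid markers (0.502), MYC target and ribosome biogenesis genes (0.558), germinal center and B-cell identity genes (0.601; 4 higher and 5 lower adjusted over the list alone), interferon-response genes (0.639), NF-kB target genes (0.698), glycolysis and hypoxia genes (0.717) and p53 target genes (0.933). The test and the members differed in sign for p53 target genes (median 0.11, mean 0.07, test down), and median and mean differed for T-cell markers (0.01 and -0.01). After MYB shRNA, 4 of 27 MYC target and ribosome biogenesis genes rose and 3 fell (9 higher and 4 lower adjusted over the list alone), with NCL (-1.36) and NPM1 (-1.27), nucleolar proteins, as the strongest decreases and RRS1 (0.73) as the strongest increase (camera adjusted p = 0.361). Of 28 germinal center and B-cell identity genes 2 rose, CD37 and CD79B (1.04), a chain of the B-cell receptor, and 2 fell, MME (-0.58), the germinal center marker CD10, and TCL1A (-0.40) (camera adjusted p = 0.888; 3 higher and 5 lower adjusted over the list alone). Single decreases were those of CDKN1A (-1.38), the cell-cycle inhibitor p21, among 15 p53 target genes (0.348), BIK (-1.01), a pro-apoptotic protein, among 15 BCL2-family genes (0.44), TNFAIP8 (-1.02) among 26 NF-kB target genes (0.563), P4HA1 (-0.75) among 27 glycolysis and hypoxia genes (0.584) and LCK among 15 T-cell markers (0.423). Unfolded-protein and amino-acid stress response genes had 2 of 28 lower (EDEM1 at -0.70 and ASNS at -0.48; 0.348), oxidative phosphorylation genes 1 higher and 1 lower of 35 (COX7C and COX6C at -0.49; 0.364) and proteasome subunit genes 2 of 30 higher (PSMB5 at 0.60 and ADRM1 at 0.49; 0.361). In limma, 0 members passed of interferon-response genes (adjusted p = 0.348 from camera), cholesterol synthesis genes (0.44), myeloid markers (0.724), cytosolic heat-shock genes (0.888), immediate-early genes (0.918) and markers of 293FT cells (0.953). Test and members differed in sign for germinal center and B-cell identity genes (median 0.03, mean 0.07, test down) and markers of 293FT cells (median -0.03, mean -0.02, test up), and median and mean for glycolysis and hypoxia genes (0.01 and -0.03).

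TULP3 lies near FOXM1 on chromosome 12 in the GRCh38.p14 annotation. Its probe sets 31944_at and 31943_g_at rose after both knock-downs (31943_g_at by 1.39 on the log2 scale after FOXM1 shRNA and 1.57 after MYB shRNA), and its probe set 31942_at did not pass in MAS5 values (0.70 and 0.88) but did in GCRMA values after MYB shRNA (0.55). Of 1928 genes with more than 1 probe set, 60 had at least 1 past the threshold after FOXM1 shRNA and 16 of these (26.7%) had at least 2. After MYB shRNA there were 76 and 22 (28.9%). In limma, 0 genes had probe sets past the threshold in opposite directions in either comparison.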
